# LRRC10 regulates mammalian cardiomyocyte cell cycle during heart regeneration

**DOI:** 10.1038/s41536-023-00316-0

**Published:** 2023-07-28

**Authors:** Rebecca J. Salamon, Megan C. McKeon, Jiyoung Bae, Xiaoya Zhang, Wyatt G. Paltzer, Kayla N. Wanless, Alyssa R. Schuett, Dakota J. Nuttall, Stephen A. Nemr, Rupa Sridharan, Youngsook Lee, Timothy J. Kamp, Ahmed I. Mahmoud

**Keywords:** Cardiac regeneration, Cytokinesis

## Abstract

Leucine-rich repeat containing 10 (LRRC10) is a cardiomyocyte-specific protein, but its role in cardiac biology is little understood. Recently Lrrc10 was identified as required for endogenous cardiac regeneration in zebrafish; however, whether LRRC10 plays a role in mammalian heart regeneration remains unclear. In this study, we demonstrate that *Lrrc10*^*–/–*^ knockout mice exhibit a loss of the neonatal mouse regenerative response, marked by reduced cardiomyocyte cytokinesis and increased cardiomyocyte binucleation. Interestingly, LRRC10 deletion disrupts the regenerative transcriptional landscape of the regenerating neonatal mouse heart. Remarkably, cardiac overexpression of LRRC10 restores cardiomyocyte cytokinesis, increases cardiomyocyte mononucleation, and the cardiac regenerative capacity of *Lrrc10*^*–/–*^ mice. Our results are consistent with a model in which LRRC10 is required for cardiomyocyte cytokinesis as well as regulation of the transcriptional landscape during mammalian heart regeneration.

The adult human heart shows little regenerative capacity following an ischemic injury, such as a myocardial infarction (MI), in which contractile cardiac muscle is replaced with a fibrotic scar^1^. In contrast, some species of fish and amphibians exhibit the capability of adult heart regeneration in response to injury^2–4^. In addition, neonatal mice and neonatal pigs exhibit a transient potential to undergo heart regeneration after an induced MI^5–7^. New understanding of the mechanisms underlying cardiac regeneration provides opportunities for innovative cardiac regenerative therapies following MI to prevent the progression to heart failure and increased risk of early death^8^.

A recent example of the delicate balance between cardiac regeneration and scar formation following myocardial injury is a study comparing cardiac regeneration in the Pachón cave-dwelling and surface populations of the teleost fish, *Astyanax mexicanus*^9^. Remarkably, this species of fish diverged into cave-dwelling and surface populations 1.5 million years ago and evolved different responses to cardiac injury. The surface fish show robust cardiac regeneration, but little regeneration occurs in the Pachón cave-dwelling fish. Comparison of gene expression profiles following injury revealed that Lrrc10 is more highly expressed in regenerating surface fish. LRRC10 is a cardiomyocyte-specific member of the leucine-rich repeat (LRR) motif family of proteins that mediate protein-protein interactions^10^. Furthermore, *lrrc10* deletion in zebrafish results in loss of cardiac regeneration capacity. In both the Pachón and *lrrc10* knockout zebrafish, there is no difference in the burst in DNA synthesis following injury compared to wild-type controls, but regeneration does not occur, suggesting some impairment of proliferation or cell survival. These results suggest that LRRC10 is essential for cardiac regeneration in fish models; however, the mechanisms remain unclear. In addition, whether LRRC10 is necessary for cardiac regeneration in a mammalian model remains to be understood.

LRRC10 knockout (*Lrrc10*^*–/–*^) mice exhibit mild systolic dysfunction, first detected at embryonic day (E)17.5 without changes in cardiac structure or evidence of fibrosis, and postnatally, the *Lrrc10*^*–/–*^ mice gradually develop a dilated cardiomyopathy but exhibit normal survival^11^. Interestingly, LRRC10 has been recently demonstrated to regulate Ca_v_1.2 channel function and contribute to homeostasis of intracellular Ca^2+^ cycling^12^. In this study, we demonstrate that *Lrrc10* deletion blocks neonatal heart regeneration. Remarkably, *Lrrc10* deletion did not disrupt nuclear division (karyokinesis) during the early stages of M-phase of cardiomyocyte cell cycle, but specifically reduces cardiomyocyte cytoplasmic division (cytokinesis), which results in increased cardiomyocyte binucleation. Transcriptional analysis revealed a unique signature following *Lrrc10* deletion compared to the regenerating control hearts. Importantly, LRRC10 overexpression during neonatal MI rescued the cardiac regenerative capacity of *Lrrc10*^*–/–*^ mice, demonstrating an important role for LRRC10 in regulating cardiomyocyte cytokinesis and cardiac regeneration. Our results reveal a key role for LRRC10 in postnatal cardiomyocyte cell cycle exit and mammalian cardiac regenerative potential.

The role of LRRC10 in mammalian heart regeneration has not been explored. *Lrrc10*^*–/–*^ mice postnatally develop a slowly progressive dilated cardiomyopathy^11^, an indication that LRRC10 is critical for cardiac homeostasis. To determine whether LRRC10 plays a role in mammalian heart regeneration, we evaluated the regenerative capacity of the *Lrrc10*^*–/–*^ mouse heart following an MI in postnatal-day 1 (P1) mice^13^. We utilized the whole-body *Lrrc10* knockout mouse model, *Lrrc10*^*–/–*^, as LRRC10 is a cardiomyocyte-specific protein^14–16^. To determine the effect of *Lrrc10* deletion on myocardial regeneration, we performed Masson’s trichrome staining at 21 days post-MI in wild type (WT) control and *Lrrc10*^*–/–*^ mice. Remarkably, *Lrrc10*^*–/–*^ mice showed increased scar size and incomplete myocardial regeneration in comparison to control hearts (Fig. 1a, Supplementary Fig. 1). Since LRRC10 is a cardiomyocyte-specific protein, this increase in fibrosis is likely due to disruption of the cardiac regenerative response at the cardiomyocyte level rather than an impact on fibroblasts. In addition, we quantified a significant increase in heart weight to body weight ratio in *Lrrc10*^*–/–*^ mice post-MI (Fig. 1b). At 21-days post-sham surgery, no difference in heart weight: body weight was identified between WT and *Lrrc10*^*–/–*^ mice (Fig. 1a, b, Supplementary Fig. 1), indicating there has been no significant remodeling in *Lrrc10*^*–/–*^ hearts by this developmental timepoint. These results demonstrate an evolutionarily conserved role for LRRC10 in regulating cardiac regeneration.

**Fig. 1:**
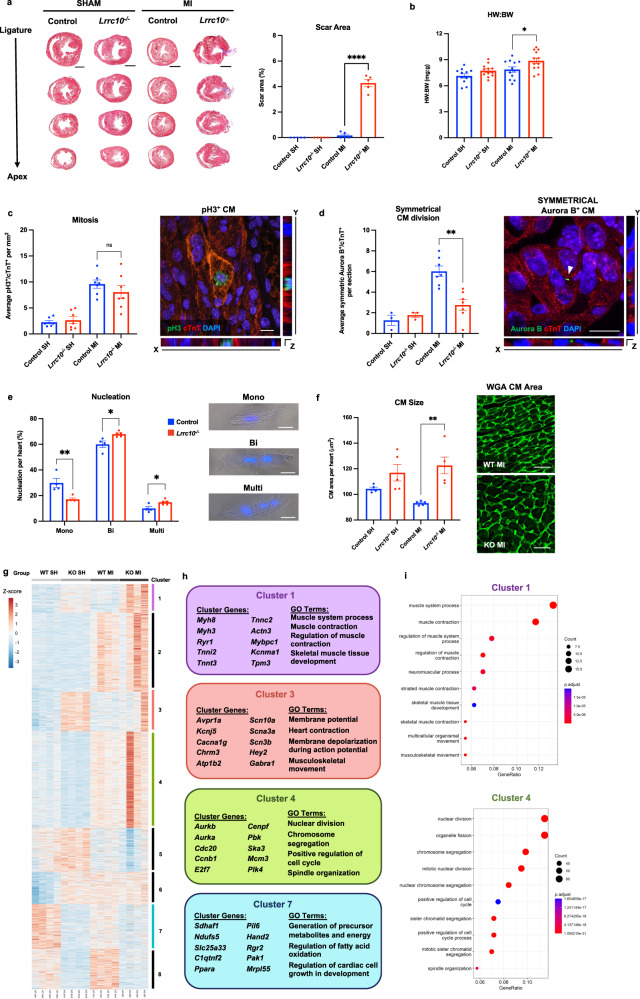
Cardiac regeneration is inhibited in the neonatal *Lrrc10*^*–/–*^ mouse with disruption of the transcriptional landscape following injury. Control and *Lrrc10*^*–/–*^ neonatal mice underwent a sham (SH) or myocardial infarction (MI) surgery at P1 and were analyzed at 7-, 14-, or 21 days post-surgery (DPS). **a** Mason’s trichrome staining (viable tissue in red; scar tissue in blue) at 21DPS (*n* = 5); scale bar =1 mm. **b** Analysis of Heart Weight to Body Weight (BW) ratio (*n* = 12). **c** Analysis of cardiomyocyte mitosis with pH3 and cTnT at 7DPS (*n* = 7); scale bar =10uM. **d** Analysis of cytokinesis by symmetrical localization of Aurora B with cTnT at 7DPS (SH *n* = 3; MI *n* = 7); arrowhead indicates Aurora B localization between cardiomyocytes; scale bar =10uM. **e** Percentage of mononucleated (Mono), binucleated (Bi), and multinucleated (Multi) cardiomyocytes per heart at 14DPS (WT *n* = 4; KO *n* = 5); scale bar =20uM. **f** Quantification of cardiomyocyte size by Wheat Germ Agglutinin (WGA) at 21DPS (*n* = 5); scale bar =25uM. Hearts were collected from WT and *Lrrc10*^*–/–*^ mice at 7 days after sham or MI surgery, processed for bulk-tissue RNA-sequencing (*n* = 4 per group), and the transcriptome of differentially expressed genes (DEGs) was identified. **g** Heatmap generated by k-means clustering of DEGs and divided into 8 clusters; colored scale is related to z-score. **h** Clusters 1, 3, 4, and 7 show a unique transcriptome in *Lrrc10*^*–/–*^ hearts. **i** Gene Ontology (GO) analysis highlights LRRC10 dysregulated pathways related to muscle contraction (Cluster 1) and cell metabolism (Cluster 4). *P $$\le$$ 0.05, **P $$\le$$ 0.01, ****P $$\le$$ 0.0001. Error bars presented as S.E.M.

Heart regeneration is mediated by the proliferation of the pre-existing cardiomyocytes^5^. Here, we analyze two stages of M-phase during cardiomyocyte cell cycle. We use phospho-Histone3 (pH3) as a marker for early G2-M phase to measure karyokinesis. In addition, we use Aurora B as a marker of cytokinesis, which is symmetrically localized at the cleavage furrow to measure cytoplasmic division. During mammalian heart regeneration, cardiomyocyte proliferation peaks around 7 days post-MI^5,17^. To establish the impact of Lrrc10 deletion on cardiomyocyte proliferation and division, we performed immunostaining for the early M-phase marker pH3 and the cardiomyocyte marker cardiac troponin T (cTnT) at 7 days following MI at P1. We found no significant difference in levels of pH3 positive cardiomyocytes between WT control and *Lrrc10*^*–/–*^ mice (Fig. 1c, Supplementary Fig. 2A, B). Our results are similar to the prior cavefish and zebrafish study, which showed comparable levels of induced DNA synthesis in both controls and *lrrc10*^*–/–*^ zebrafish at the same timepoint^9^. However, mammalian cardiomyocytes are prone to multinucleation and increased ploidy following DNA synthesis, a phenomenon that contributes to the loss of regenerative capacity in mice^18^. Localization of the cytokinesis marker Aurora B can distinguish between events of complete cytokinesis and binucleation in cardiomyocytes. Symmetrical localization of Aurora B between two nuclei is indicative of cytokinesis, whereas asymmetrical localization of Aurora B can indicate binucleation^19,20^. To determine whether LRRC10 regulates later stages of cardiomyocyte cell cycle, we measured levels of the symmetric and asymmetric Aurora B localization in cardiomyocytes at 7 days post-MI. Remarkably, we detected a significant decrease in the number of symmetrically localized Aurora B cardiomyocytes in *Lrrc10*^*–/–*^ mice compared to control mice following MI (Fig. 1d, Supplementary Fig. 2C, D). There was no significant difference in the number of cardiomyocytes with asymmetric Aurora B localization between WT and *Lrrc10*^*–/–*^ mice (Supplementary Fig. 2E). Interestingly, at 7 days-post sham surgery, WT and *Lrrc10*^*–/–*^ mice had comparable levels of cardiomyocytes positive for pH3 (Fig. 1c), as well as symmetrical and asymmetrical Aurora B localization (Fig. 1d, Supplementary Fig. 2E), indicating that the impact of Lrrc10 on cardiomyocyte cytokinesis is an injury-specific response that is only evident during regeneration. These results suggest that LRRC10 specifically regulates cardiomyocyte cytokinesis during cardiomyocyte proliferation and heart regeneration.

To further establish the impact of *Lrrc10* deletion on cardiomyocyte nucleation, we isolated cardiomyocytes from control and *Lrrc10*^*–/–*^ mice at 14-days post-injury and quantified nucleation with the DNA dye Hoechst. We measured a significant decrease in mononucleated cardiomyocytes, as well as a significant increase in binucleated and multinucleated cardiomyocytes in *Lrrc10*^*–/–*^ mice post-MI compared to control mice (Fig. 1e). No significant difference in nucleation levels were identified between sham control and *Lrrc10*^*–/–*^ mice (Supplementary Fig. 2F), further confirming that Lrrc10 deletion does not impact cardiomyocyte cell cycle and nucleation in the absence of injury. Furthermore, we quantified a significant increase in cardiomyocyte size in *Lrrc10*^*–/–*^ mice compared to controls post-MI by Wheat Germ Agglutinin (WGA) staining, without significant changes in cardiomyocyte area post-sham surgery (Fig. 1f).

Collectively, our results demonstrate that *Lrrc10* deletion specifically impedes cardiomyocyte cytokinesis but not karyokinesis following injury, which results in increased cardiomyocyte nucleation and blockade of the neonatal cardiac regenerative response. Thus, LRRC10 plays a conserved role in heart regeneration across permissive species in controlling the late stages of cardiomyocyte proliferation prior to completion of cell division.

Our results demonstrate that LRRC10 regulates cardiomyocyte cytokinesis and mammalian heart regeneration post-MI. The endogenous heart regenerative response of the neonatal mouse heart is regulated by a unique transcriptional landscape^21–23^. To identify how LRRC10 mediates cardiomyocyte cytokinesis and cardiac regeneration at the transcriptional level, we analyzed the global transcriptome in control and *Lrrc10*^*–/–*^ hearts. 

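RNA was sequenced from the ventricles of 16 mice, 4 in each of 4 groups. These were WT control mice after sham surgery (WT SH), *Lrrc10*-/- mice after sham surgery (KO SH), WT mice post-MI (WT MI) and *Lrrc10*-/- mice post-MI (KO MI). Surgery was on postnatal day 1 and the ventricles were collected 7 days later. The KO MI replicates carry the numbers 1, 2, 3 and 7. The authors trimmed adapters, aligned paired, strand-specific reads of 150 bp to GRCm39 with STAR and estimated a count per gene with RSEM. RSEM divides a read that matches several genes among them, so the counts of near-identical genes are uncertain. These expected counts were deposited without normalization, as whole numbers for 51912 genes, of which 32919 had at least 1 count. The total count per library ranged from 37842114 to 57470159 in WT SH (median 40800082) and from 37962875 to 50123038 in KO SH (median 42724420.5). It ranged from 43166794 to 46184203 in WT MI (median 45092798) and from 33783874 to 49334247 in KO MI (median 47037626). The mitochondrial ribosomal RNA gene *mt-Rnr2* took from 29.8% to 37.6% of the counts of a library.

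Differential expression was tested from these counts with edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment, TMM normalization and all 16 libraries in one fit. The paper's methods required at least 10 reads in each group, which was taken as a summed count of at least 10, and 20159 genes met it. A differentially expressed gene (DEG) had an adjusted p under 0.1 and an absolute log2 fold change of at least 0.5, the paper's thresholds. Levels of single genes are given in CPM of the TMM-scaled library. The targeted gene *Lrrc10* (ENSMUSG00000060187) lies on the + strand of chromosome 10 of GRCm39 from 116881246 to 116882673. It had 1075 to 1850 counts in the WT SH libraries (30.7 ± 3.47 CPM, SD, n = 4) and 1247 to 1355 counts in the WT MI libraries (27.6 ± 1.26 CPM, SD, n = 4). All 8 KO libraries had 0 counts of *Lrrc10*. Taking 3 counts as the limit that a count of 0 allows, *Lrrc10* was at least 379-fold lower in KO SH than in WT SH and at least 344-fold lower in KO MI than in WT MI.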

We performed bulk RNA sequencing on the ventricles from WT control and *Lrrc10*^*–/–*^ mice that underwent a sham or MI surgery at P1 (Fig. 1g–i). 

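*Xist*, the transcript of the inactive X chromosome of females, and the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were read in every library. *Xist* was at 954 and 969 CPM in KO SH replicates 1 and 2, at 919 and 942 CPM in WT MI replicates 2 and 4, and at 985 and 921 CPM in KO MI replicates 1 and 2. The summed Y-linked genes were at 1.33 CPM or lower in these 6 libraries. In the other 10 libraries, which include all 4 WT SH libraries, *Xist* was between 6.18 and 23.4 CPM and the Y-linked sum was between 137 and 165 CPM. *Xist* had a log2 fold change of 6.06 (standard error 1.80) in KO SH against WT SH, with an adjusted p of 0.0475 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Xist* lost this call in 4 of the 8 fits without one library, with an adjusted p of up to 0.124. It also lost the call with a robust fit (adjusted p = 0.119, edgeR with Benjamini-Hochberg adjustment throughout). In KO MI against WT MI its log2 fold change was 0.04 (standard error 1.41, adjusted p = 0.996 from the same edgeR test with Benjamini-Hochberg adjustment). Genes of the X and Y chromosomes made up 21 of the 1010 DEGs of KO SH against WT SH and 4 of the 348 DEGs of KO MI against WT MI.

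**Figure D1:**
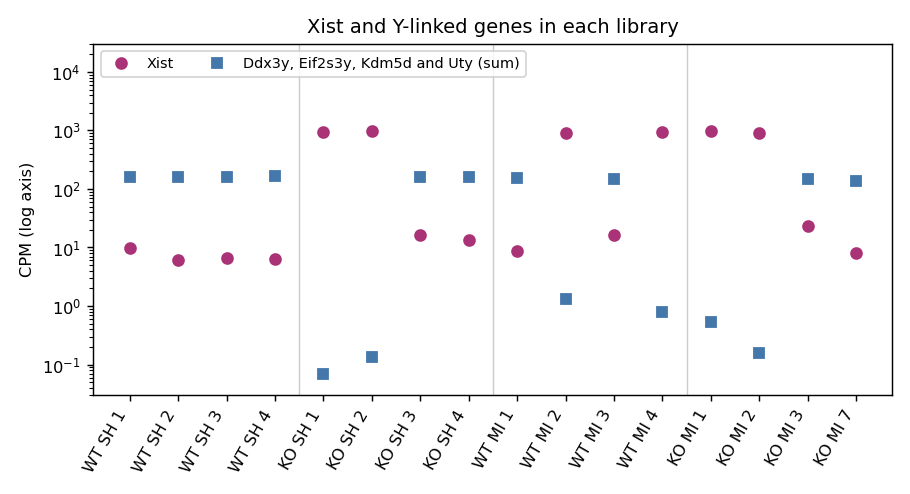
*Xist* (circles) and the sum of *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* (squares) in each of the 16 libraries, in CPM on a log axis. The 4 WT SH libraries have the Y-linked sum between 160 and 165 CPM, and each of the other groups holds 2 libraries with high *Xist* and 2 with high Y-linked genes.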

Hearts were collected at 7 days post-injury from equal numbers of male and female mice. Analysis of the transcriptomic landscape by Principal Component Analysis (PCA) and Pearson correlation demonstrates distinct clustering between control and *Lrrc10*^*–/–*^ sham and MI groups (Supplementary Fig. 3A, B), indicative of a unique transcriptional signature in *Lrrc10*^*–/–*^ mice following injury.

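On log2 CPM of the tested genes (prior count 2), PC1 held 18.3% of the variance and PC2 14.7%. The 8 SH libraries lay between −31.9 and −14.2 on PC1 and the 8 MI libraries between 9.04 and 50.6. On PC2 the 8 WT libraries lay between −29.9 and −8.84 and the 8 KO libraries between 2.39 and 32.1. KO MI was the most dispersed group on PC1, from 9.04 in replicate 1 to 50.6 in replicate 2. Pearson correlations averaged 0.983 within WT SH, 0.987 within KO SH, 0.986 within WT MI and 0.981 within KO MI. Between groups they averaged 0.980 for KO MI with WT MI, 0.978 for KO MI with KO SH and 0.980 for KO SH with WT SH. KO MI replicate 1 had a mean correlation of 0.985 with KO SH, 0.983 with WT MI and 0.982 with the other KO MI libraries. For KO MI replicate 7 these values were 0.9788, 0.9780 and 0.9775. KO MI replicates 2 and 3 had their highest mean correlation with the other KO MI libraries. The mean correlation within groups exceeded that between groups by 0.00268 for KO MI and WT MI, 0.00485 for KO SH and WT SH, 0.00399 for WT MI and WT SH, and 0.00518 for KO MI and KO SH. Each of these 4 differences had p = 0.0286 in a one-sided exact permutation test, the smallest p that the 35 splits of 8 libraries allow. Without WT MI replicate 4 the difference between KO MI and WT MI was 0.00137 (exact permutation p = 0.143). Leaving out any other WT MI library, or any KO SH library for KO MI and KO SH, gave an exact permutation p of 0.0857, and the other fits without one library had p = 0.0286 in the exact permutation test.

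**Figure D2:**
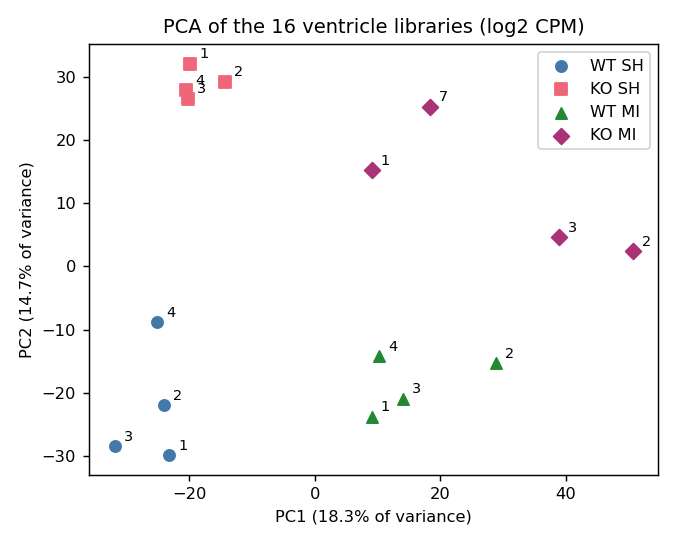
First 2 principal components of log2 CPM for the 16 ventricle libraries, with symbols by group and numbers by replicate. All KO libraries lie above 0 on PC2 and all WT libraries below it, and KO MI replicates 2 and 3 lie farthest to the right on PC1.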

To further dissect the transcriptional signature related to the regenerative defects following *Lrrc10* deletion, we defined the differentially expressed genes (DEGs) and performed K-means clustering and Gene Ontology (GO) analysis of the DEGs. 

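KO MI and WT MI hearts differed in 348 DEGs, of which 115 were higher and 233 lower in KO MI. A total of 1010 DEGs separated KO SH from WT SH, with 500 higher and 510 lower in KO SH. WT MI differed from WT SH in 560 DEGs (430 higher and 130 lower in WT MI) and KO MI from KO SH in 1495 DEGs (1070 higher and 425 lower in KO MI). The WT SH libraries all have Y-linked genes, while WT MI replicates 2 and 4 have high *Xist*. Unequal numbers of males and females may thus add to the 560 DEGs, which was not tested. Genes of the X and Y chromosomes made up 19 of the 560 and 52 of the 1495 DEGs. Unadjusted p-values under 0.05 were found for 2503, 4599, 3325 and 5289 genes in these 4 comparisons. With no minimum fold change the count for KO SH against WT SH was 2486, the largest relative move of these 4 counts under the alternatives. With only the libraries of KO MI and WT MI in the fit, the count between them was 192. DESeq2, the test the paper used, gave 455 DEGs for KO MI against WT MI, 1075 for KO SH against WT SH, 683 for WT MI against WT SH and 1551 for KO MI against KO SH. Without KO MI replicate 7 there were 575 DEGs between KO MI and WT MI, and without WT MI replicate 1 there were 227. Without WT SH replicate 1 there were 661 DEGs between KO SH and WT SH, and without WT MI replicate 2 there were 283 between WT MI and WT SH. Without KO MI replicate 2 there were 885 DEGs between KO MI and KO SH.

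Among the DEGs of KO MI against WT MI with a mean of at least 1 CPM and no overlap between KO and WT libraries, the largest rises were in the long noncoding RNA gene *Gm42743* (log2 fold change 5.36) and the processed pseudogenes *Gm13835* (3.01) and *Rps15a-ps7* (2.94). The largest falls were in *Gm3055* (−3.96), *Gm16867* (−3.72) and *Gal3st2c* (−3.50). Their adjusted p-values were between 7.11e-06 and 0.0186 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Gm42743*, *Gm13835*, *Gm3055* and *Gm16867* were also among the 3 largest rises or falls of KO SH against WT SH, with log2 fold changes of 3.53, 2.94, −4.34 and −3.47. The others there were *Xist* and the processed pseudogene *Gm45315*, which fell by 6.95 on the log2 scale. *Gm45315* was a DEG of KO MI against WT MI as well, where it fell by 7.55 on the log2 scale (adjusted p = 0.00144 by edgeR with Benjamini-Hochberg adjustment), and is not among the genes listed for MI since WT MI replicate 4, at 0.0434 CPM, overlaps with the KO MI libraries. Pseudogenes and members of gene families share reads with other genes, so these values are uncertain.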

We identified 8 total clusters with distinct transcriptomic patterns (Fig. 1g). 

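The union of the 4 DEG lists held 2582 genes. K-means clustering with 8 centres and 100 random starts, on row z-scores of linear CPM, gave clusters of 186 to 590 genes. Their order is arbitrary and carries no link to the numbers of Fig. 1g. Of the 8 clusters, 3 had their highest mean in KO MI, and these held 1115 genes. The largest of these had 590 genes and included the 10 genes that Fig. 1h lists for Cluster 4. Its mean z-score was 0.886 in KO MI and 0.285 in WT MI. In single KO MI libraries it was 2.40 in replicate 2, 0.867 in replicate 3, 0.289 in replicate 1 and −0.00774 in replicate 7. A cluster of 339 genes had a mean z-score of 2.27 in KO MI replicate 3. A cluster of 186 genes was high in both KO groups, at 0.548 in KO SH and 0.794 in KO MI, and included *Myh8*, *Tnni2*, *Tnnt3*, *Myh1*, *Cacna1g*, *Scn3b* and *Hey2*. A cluster of 305 genes had a mean z-score of 1.18 in WT SH, −0.00965 in WT MI, −0.577 in KO SH and −0.588 in KO MI, and included 7 of the 8 genes listed for Cluster 7. The clusters highest in KO MI held 601 genes without KO MI replicate 3, 626 without replicate 2 and 1361 without replicate 7.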

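Fig. 1h lists 11 genes for Cluster 1. Of these, *Myh1*, *Myh8*, *Tnnt3*, *Tnni2*, *Kcnma1* and *Tpm3* had enough counts in every group to be tested. Their median log2 fold change in KO MI against WT MI was 2.29, and 5 of the 6 were higher. The list had an adjusted p of 0.453 by fry, a set test that estimates the correlation between the genes, and of 0.0251 by camera, which presets it to 0.01 (both with Benjamini-Hochberg adjustment over the lists tested). Of the 6 genes, 3 had an adjusted p under 0.1 over all genes tested and 5 when adjusted over the list alone. The study chose the list on these libraries, so the second count is not independent evidence. In KO SH against WT SH the median log2 fold change was −0.38, with 1 of 6 genes higher (fry with Benjamini-Hochberg adjustment, adjusted p = 0.515). The difference between the KO effects post-MI and post-sham had a median of 2.51 on the log2 scale (fry with Benjamini-Hochberg adjustment, adjusted p = 0.204). Over all 11 genes, the mean of log2(CPM + 0.5) was 0.12, 2.64, 0.59 and 3.10 in KO MI replicates 1, 2, 3 and 7. In WT MI it was between 0.05 and 1.10. The number of the 11 genes above every WT library was 10 in KO MI replicate 2, 10 in replicate 7 and 1 in each of replicates 1 and 3, where chance gives 1.22. In a separate list of 20 skeletal muscle genes that Fig. 1h does not show, 14 were above every WT library in KO MI replicate 2, 15 in replicate 7, 2 in replicate 1 and 3 in replicate 3, where chance gives 2.22.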

Most interestingly, Cluster 1 shows a transcriptomic signature only upregulated in the *Lrrc10*^*–/–*^ mice post-MI (Fig. 1g, Cluster 1). 

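The embryonic, perinatal and adult skeletal myosin heavy chain genes *Myh3* (ENSMUSG00000020908), *Myh8* (ENSMUSG00000055775) and *Myh1* (ENSMUSG00000056328) lie on chromosome 11 of GRCm39, from 66969126 to 67199462. They are paralogs, and RSEM could have divided reads between them. *Myh8* was at 26.4 ± 28.4 CPM (SD, n = 4) in KO MI, 2.47 ± 1.84 CPM (SD, n = 4) in WT MI, 0.897 ± 0.666 CPM (SD, n = 4) in WT SH and 0.681 ± 0.237 CPM (SD, n = 4) in KO SH. In the KO MI libraries it was at 1.59, 42.3, 3.37 and 58.5 CPM in replicates 1, 2, 3 and 7. Its log2 fold change in KO MI against WT MI was 3.41 (standard error 0.81, adjusted p = 0.0369 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Myh1* had a log2 fold change of 3.40 (standard error 0.95) and *Tnni2* (chromosome 7, 141995545 to 141998147) of 2.08 (standard error 0.53), with adjusted p of 0.0828 and 0.0537 from the same edgeR test with Benjamini-Hochberg adjustment. *Tnnt3* (chromosome 7, 142048605 to 142070280) had a log2 fold change of 2.51 (standard error 0.74) and an adjusted p of 0.106 in the same test. *Myh3*, *Tnnc2* and *Actn3* had fewer than 10 summed counts in at least one sham group and were not tested. In KO MI replicates 1, 2, 3 and 7, *Myh3* was at 0.122, 12.6, 2.08 and 34.3 CPM. *Tnnc2* was at 0, 2.30, 0.173 and 2.03 CPM in these libraries, and *Actn3* at 0.0407, 1.24, 0.116 and 1.63 CPM. In 2-sided exact permutation tests of log2(CPM + 0.05) between KO MI and WT MI, p was 0.2 for *Myh8*, 0.343 for *Myh1*, 0.143 for *Tnni2*, 0.286 for *Tnnt3*, 0.314 for *Myh3*, 0.229 for *Tnnc2* and 0.4 for *Actn3*. This test did not tell KO MI from WT MI for any of these genes. Only replicates 2 and 7 of KO MI were high, and a test of group means can then hardly give a small p. With one library left out in turn, the log2 fold change stayed between 2.67 and 4.05 for *Myh8*, between 2.38 and 4.05 for *Myh1* and between 1.65 and 2.39 for *Tnni2*. Leaving out WT MI replicate 1 or 4 took all 3 above an adjusted p of 0.1. Leaving out WT MI replicate 3 did so for *Myh8* and *Myh1*, leaving out KO MI replicate 2 for *Myh1* and *Tnni2*, and leaving out KO MI replicate 7 for *Myh1*. With only the libraries of KO MI and WT MI in the fit, the adjusted p was 0.225 for *Myh8*, 0.308 for *Myh1* and 0.245 for *Tnni2*. With a robust fit it was 0.129 for *Myh8* and 0.198 for *Myh1* (both fits by edgeR with Benjamini-Hochberg adjustment). DESeq2 called *Myh8* (adjusted p = 0.00751), *Myh1* (0.0940) and *Tnni2* (0.00315), with Benjamini-Hochberg adjustment. They were also called with no filter, at 0.00450, 0.0203 and 0.0146 (edgeR with Benjamini-Hochberg adjustment).

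**Figure D3:**
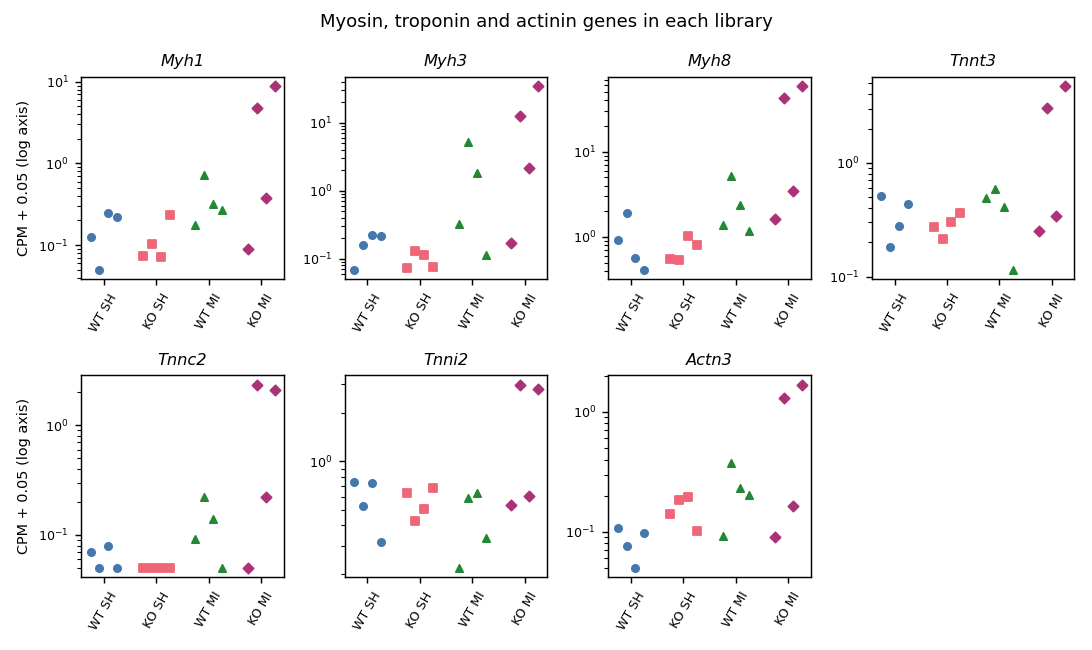
CPM + 0.05 on a log axis for *Myh1*, *Myh3*, *Myh8*, *Tnnt3*, *Tnnc2*, *Tnni2* and *Actn3* in the 16 libraries, by group, with replicates in order from left to right. In KO MI the 2 high points of each gene are replicates 2 and 7.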

The clustered genes encode for myofilament proteins, such as myosins (*Myh1, Myh3, Myh8*), troponins (*Tnnt3, Tnnc2, Tnni2*), and actin (*Actn3*) proteins (Fig. 1h). Furthermore, GO analysis identified cell processes related to regulation of muscle contraction and development (Fig. 1g–i). This increased expression of myofilament proteins maybe a compensatory effect, as recent evidence demonstrates that LRRC10 modulates Ca_v_1.2 calcium channels and cardiomyocyte contraction^12^, while LRRC10 deletion results in development of dilated cardiomyopathy later in life^11^.

Cluster 3 shows a distinct transcriptome in both sham and MI *Lrrc10*^*–/–*^ mice compared to controls, which includes genes encoding for major ion channels, such as a voltage-gated T-type Ca^2+^ channel (*Cacna1g*), sodium channels (*Scna10a, Scn3b*), and a potassium channel (*Kcnaj5*) (Fig. 1g, h, Cluster 3). 

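Of the genes that Fig. 1h lists for Cluster 3, 9 could be matched to a gene, and all were tested. In KO SH against WT SH all 9 were higher, with a median log2 fold change of 0.83 and 7 DEGs (fry with Benjamini-Hochberg adjustment, adjusted p = 0.000959). Of the 9, 7 were higher in KO MI than in WT MI, with a median of 0.24 and 1 DEG (fry with Benjamini-Hochberg adjustment, adjusted p = 0.0937). Without KO MI replicate 2 the latter median was 0.37 (fry with Benjamini-Hochberg adjustment, adjusted p = 0.00486). Adjusted over the list alone, 9 genes had an adjusted p under 0.1 in KO SH and 4 in KO MI. The study chose the list on these libraries, so these counts are not independent evidence. The difference between both KO effects had a median of −0.35 on the log2 scale, with 9 of 9 genes below 0 (fry with Benjamini-Hochberg adjustment, adjusted p = 0.12). *Cacna1g* (ENSMUSG00000020866; chromosome 11 of GRCm39, 94299217 to 94365230) was at 73.5 ± 2.24 CPM in KO SH and 37.6 ± 1.04 CPM in WT SH (SD, n = 4 each), and at 60.7 ± 5.65 CPM in KO MI and 35.5 ± 5.30 CPM in WT MI (SD, n = 4 each). Its log2 fold change was 0.97 (standard error 0.09, adjusted p = 2.86e-06) in SH and 0.78 (standard error 0.09, adjusted p = 6.4e-05) in MI hearts from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it stayed between 0.95 and 0.98 and between 0.69 and 0.84 with one library left out. *Scn10a* (chromosome 9, 119435988 to 119548388) and *Scn3b* (chromosome 9, 40179378 to 40203052) rose by 0.83 and 0.61 on the log2 scale in KO SH, with adjusted p of 0.0742 and 0.0287 by edgeR with Benjamini-Hochberg adjustment. In 7 of the 8 fits without one library, *Scn10a* was no longer a DEG there, and *Scn3b* kept an adjusted p under 0.1 in each but had a log2 fold change of 0.49 without WT SH replicate 3. In KO MI their log2 fold changes were 0.45 and 0.35, with adjusted p of 0.555 and 0.361 by the same edgeR test with Benjamini-Hochberg adjustment. *Scn10a* was at 1.46 CPM in KO MI replicate 2, the lowest of the KO MI libraries, and without that replicate its log2 fold change was 0.71 (adjusted p = 0.091 by edgeR with Benjamini-Hochberg adjustment, up to 0.874 without another library). *Kcnj5* (chromosome 9, 32223328 to 32255691) had a log2 fold change of 0.42 in SH and 0.17 in MI hearts, with adjusted p of 0.132 and 0.767 by edgeR with Benjamini-Hochberg adjustment. The latter was −0.05 without KO MI replicate 7.

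**Figure D4:**
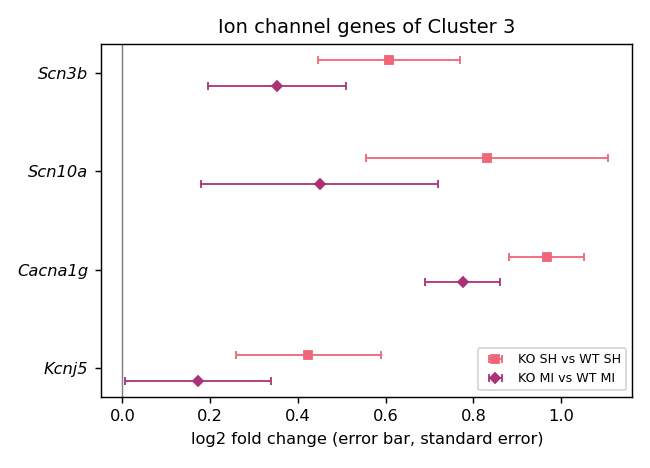
Log2 fold changes with standard errors of the 4 ion channel genes that the paper's text names for Cluster 3, for KO SH against WT SH (squares) and KO MI against WT MI (diamonds). All squares and diamonds lie above 0.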

GO analysis related these channel-encoding genes to regulation of cardiac contraction, membrane potential, and depolarization (Fig. 1h). Changes in ion channel expression can be linked to a variety of cardiac pathologies. For example, mutations in sodium channels can lead to ventricular arrythmias in humans, and expression of T-type Ca^2+^ channel genes are associated with cardiac hypertrophy^24,25^.

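All 10 genes that Fig. 1h lists for Cluster 4 (*Aurkb*, *Aurka*, *Cdc20*, *Ccnb1*, *E2f7*, *Cenpf*, *Pbk*, *Ska3*, *Mcm3* and *Plk4*) were tested. In KO MI against WT MI their median log2 fold change was 0.04, with 7 of 10 higher and 0 DEGs (fry with Benjamini-Hochberg adjustment, adjusted p = 0.866). None of the 10 had an adjusted p under 0.1, over all genes tested or when adjusted over the list alone. Without KO MI replicate 2 the median was −0.10, and without WT MI replicate 3 it was −0.01. The median log2 difference of the 10 genes from their WT MI mean was −0.10, 0.35, 0.11 and −0.21 in KO MI replicates 1, 2, 3 and 7, and between −0.12 and 0.15 in the WT MI libraries. In KO SH against WT SH the median log2 fold change was −0.29, with 9 of 10 lower (fry with Benjamini-Hochberg adjustment, adjusted p = 0.0416, from 0.0575 to 0.0993 with one library left out). MI raised the list in KO hearts, where all 10 genes were DEGs of KO MI against KO SH with a median of 0.61 (fry with Benjamini-Hochberg adjustment, adjusted p = 0.000801). In WT hearts the median rise after MI was 0.28, with 9 of 10 higher and 1 DEG (fry with Benjamini-Hochberg adjustment, adjusted p = 0.0591). This rise was called with camera (adjusted p = 4.28e-05), with at least 10 counts in every library (adjusted p = 0.0481), with only the groups of the contrast in the fit (adjusted p = 0.048) and without WT SH replicate 4 (median 0.38, adjusted p = 0.0407), and the adjusted p was up to 0.185 without another library (Benjamini-Hochberg adjustment throughout). The difference between these responses had a median of 0.30 and was above 0 for 10 of 10 genes, with an adjusted p of 0.127 by fry and of 7.56e-05 by camera (both with Benjamini-Hochberg adjustment).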

The transcriptome in Cluster 4 reveals a specific gene expression in *Lrrc10*^*–/–*^ samples post-MI compared to controls (Fig. 1g, Cluster 4), suggesting this cluster contained a distinct transcriptomic profile linked to the injury response of *Lrrc10*^*–/–*^ hearts. 

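*Cdc20* (ENSMUSG00000006398; chromosome 4 of GRCm39, 118290098 to 118294610) was at 9.96 ± 1.91 CPM in KO MI and 9.11 ± 0.864 CPM in WT MI (SD, n = 4 each), and at 6.38 ± 0.521 CPM in KO SH and 7.59 ± 0.507 CPM in WT SH (SD, n = 4 each). *Ccnb1* (ENSMUSG00000041431; chromosome 13, 100915153 to 100923116) was at 19.1 ± 4.88 CPM in KO MI and 18.5 ± 2.18 CPM in WT MI (SD, n = 4 each), and at 11.9 ± 0.408 CPM in KO SH and 11.9 ± 1.46 CPM in WT SH (SD, n = 4 each). The log2 fold changes of KO MI against WT MI were 0.13 for *Cdc20* (standard error 0.11) and 0.05 for *Ccnb1* (standard error 0.14), smaller than the spread between replicates, with adjusted p of 0.727 and 0.934 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without KO MI replicate 2 that of *Ccnb1* was −0.11. From KO SH to KO MI they rose by 0.65 and 0.69 on the log2 scale, with adjusted p of 0.00259 and 0.00528 in the same edgeR test with Benjamini-Hochberg adjustment. From WT SH to WT MI the rises were 0.26 and 0.64, with adjusted p of 0.252 and 0.0194 in that edgeR test with Benjamini-Hochberg adjustment. The KO effects in MI and SH hearts differed by 0.38 (standard error 0.16) for *Cdc20* and 0.05 (standard error 0.20) for *Ccnb1* on the log2 scale, neither called (adjusted p = 0.316 and 0.939, edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment).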

Further analysis identified genes associated with cell cycle such as *Cdc20, Ccnb1*, and the related GO pathways involved in cell cycle regulation (Fig. 1h, i). Interestingly, one of the downregulated genes in the cluster, *Aurkb*, encodes for the cytokinesis regulator Aurora B kinase, supporting our earlier evidence that *Lrrc10*^*–/–*^ inhibits the completion of cardiomyocyte division (Fig. 1d).

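*Aurkb* (ENSMUSG00000020897) lies on the + strand of chromosome 11 of GRCm39 from 68936467 to 68944764. It was at 6.16, 9.15, 8.33 and 5.62 CPM in KO MI replicates 1, 2, 3 and 7, a mean of 7.32 ± 1.69 CPM (SD, n = 4). WT MI had 6.72 ± 0.586 CPM (SD, n = 4). The log2 fold change of KO MI against WT MI was 0.13 (standard error 0.15, adjusted p = 0.832 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the exact permutation test on log2(CPM + 0.05) gave a 2-sided p of 0.657. With one library left out it stayed between −3.15e-05, without KO MI replicate 2, and 0.23, without KO MI replicate 7. In sham hearts *Aurkb* was at 4.37 ± 0.722 CPM in KO SH and 5.69 ± 1.02 CPM in WT SH (SD, n = 4 each), a log2 fold change of −0.38 (standard error 0.16, adjusted p = 0.171 from the same edgeR test with Benjamini-Hochberg adjustment). From KO SH to KO MI it rose by 0.75 on the log2 scale (adjusted p = 0.00721 by edgeR with Benjamini-Hochberg adjustment), and the KO effect differed between MI and SH hearts by 0.50 (adjusted p = 0.336 by edgeR with Benjamini-Hochberg adjustment).

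**Figure D5:**
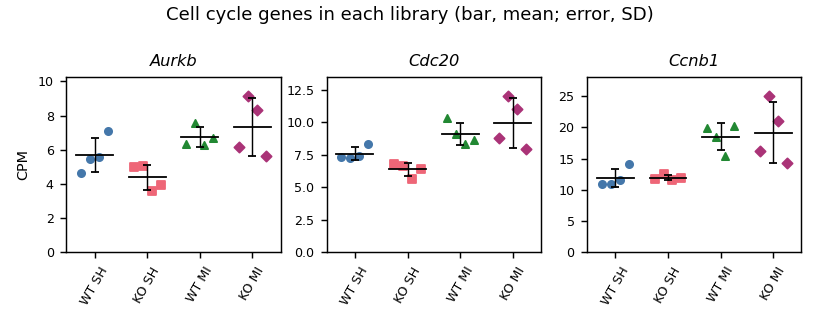
CPM of *Aurkb*, *Cdc20* and *Ccnb1* in the 16 libraries, by group, with the mean (horizontal line) and SD (error bar) of 4 libraries and replicates in order from left to right. KO MI replicates 2 and 3 are the highest KO MI libraries for each of the 3 genes.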

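Fig. 1h lists 8 genes for Cluster 7 that could be matched (*Sdhaf1*, *Ndufs5*, *Slc25a33*, *C1qtnf2*, *Ppara*, *Hand2*, *Pak1* and *Mrpl55*). In KO SH against WT SH all 8 were lower, with a median log2 fold change of −0.58 and 6 DEGs (fry with Benjamini-Hochberg adjustment, adjusted p = 0.00137). The median stayed between −0.65 and −0.47 with one library left out. In KO MI against WT MI 5 of 8 were lower, with a median log2 fold change of −0.12 and 0 DEGs (fry with Benjamini-Hochberg adjustment, adjusted p = 0.687). Adjusted over the list alone, 7 genes had an adjusted p under 0.1 in KO SH and 0 in KO MI. The difference between both KO effects was above 0 for 8 of 8 genes with a median of 0.45 on the log2 scale, at an adjusted p of 0.102 by fry and 3.16e-05 by camera (both with Benjamini-Hochberg adjustment). From WT SH to WT MI 7 of 8 genes fell, with a median of −0.36 (fry with Benjamini-Hochberg adjustment, adjusted p = 0.0253). This call was lost in 6 of the 8 fits without one library, without WT SH replicates 1, 2 and 3 and WT MI replicates 2, 3 and 4, with an adjusted p of up to 0.0736 (fry with Benjamini-Hochberg adjustment), and the median was −0.16 without WT SH replicate 1. From KO SH to KO MI the median was 0.08 (fry with Benjamini-Hochberg adjustment, adjusted p = 0.184).

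**Figure D6:**
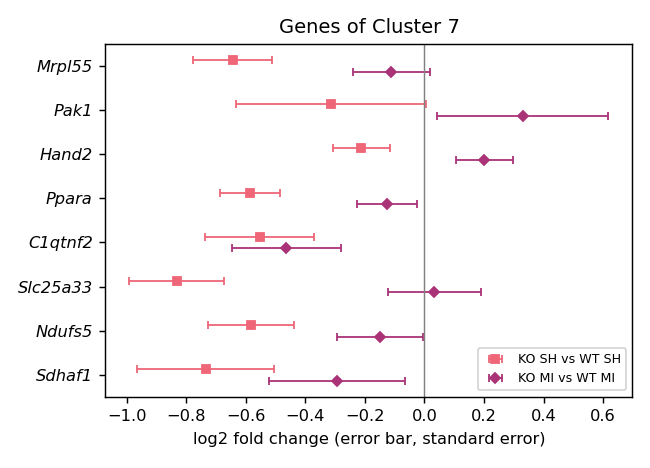
Log2 fold changes with standard errors of the 8 genes of Cluster 7, for KO SH against WT SH (squares) and KO MI against WT MI (diamonds). All squares lie below 0, and *Slc25a33*, *Hand2* and *Pak1* lie above 0 in the MI comparison.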

Lastly, we investigated the transcriptome in Cluster 7, as the overall gene expression was downregulated in *Lrrc10*^*–/–*^ sham and MI mice compared to controls. 

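*Slc25a33* (ENSMUSG00000028982; chromosome 4 of GRCm39, 149828491 to 149858751), a mitochondrial pyrimidine carrier gene, was at 2.05 ± 0.365 CPM in KO SH and 3.62 ± 0.884 CPM in WT SH (SD, n = 4 each), a log2 fold change of −0.83 (standard error 0.16, adjusted p = 0.00461 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ndufs5* (ENSMUSG00000028648; chromosome 4, 123606481 to 123612002), of respiratory complex I, fell by 0.58 (standard error 0.14) and *Sdhaf1* (ENSMUSG00000074211; chromosome 7, 30020831 to 30023320), a complex II assembly factor, by 0.73 (standard error 0.23) on the log2 scale, with adjusted p of 0.0209 and 0.0588 by edgeR with Benjamini-Hochberg adjustment. *Ndufs5* was at 37.4 CPM in WT SH replicate 1 and at 22.8 to 23.8 CPM in the other WT SH libraries. Without that replicate its log2 fold change was −0.38, under the minimum for a DEG. *Sdhaf1* was no longer a DEG in 5 of the 8 fits that left out one library. In KO MI against WT MI the log2 fold changes were 0.03 for *Slc25a33*, −0.15 for *Ndufs5* and −0.29 for *Sdhaf1*, none larger than the spread between replicates, with adjusted p of 0.965, 0.768 and 0.687 by edgeR with Benjamini-Hochberg adjustment. Lists of genes of both pathways were tested as well. The 21 genes of a fatty acid oxidation list had a median log2 fold change of −0.25 in KO MI against WT MI, with 20 of 21 lower and 0 DEGs (fry with Benjamini-Hochberg adjustment, adjusted p = 0.0161). In KO SH against WT SH their median was −0.01, with 13 of 21 lower (fry with Benjamini-Hochberg adjustment, adjusted p = 0.347). Of 93 nuclear genes of oxidative phosphorylation, 89 were lower in KO SH than in WT SH, with a median of −0.27 and 5 DEGs (fry with Benjamini-Hochberg adjustment, adjusted p = 0.0304). Of the 93, 79 were lower in KO MI than in WT MI, with a median of −0.09 (fry with Benjamini-Hochberg adjustment, adjusted p = 0.467). The difference between the KO effects in MI and SH hearts had an adjusted p of 0.12 for the first list and 0.235 for the second (fry with Benjamini-Hochberg adjustment).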

Genes and related GO terms highlight an association to cell metabolism, such as fatty acid oxidation and mitochondrial metabolism (*Sdhaf1, Ndufs5, Slc25a33*) (Fig. 1g, h, Cluster 7). The cardiac metabolic state plays an important role in mediating endogenous heart regeneration, where altering the balance between glucose and fatty acid oxidation metabolism can promote or inhibit regeneration, respectively^26^. This transcriptional signature demonstrates that *Lrrc10* deletion may drive metabolic dysregulation and result in the impaired regenerative response to injury.

Our analysis highlights important roles for LRRC10 in transcriptional regulation of key cell processes related to muscle contraction, ion-channel function, cell cycle activity, and metabolism. Together, this demonstrates that *Lrrc10*^*–/–*^ mice have a unique transcriptional signature underpinning the loss of the cardiac regenerative capacity.

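The DEGs of KO MI against WT MI and of KO SH against WT SH had 179 genes in common, where 17.4 would be shared by chance. Of these, 178 changed in the same direction. Of the 348 DEGs of KO MI against WT MI, 89.7% had a log2 fold change of the same sign in KO SH against WT SH. The 2 comparisons have no library in common. The difference between the KO effects post-MI and post-sham, tested gene by gene, gave 5 DEGs, and 2745 genes had an unadjusted p under 0.05. These were *Nr4a3*, *Gm43605*, *Sik1*, *Tomm40* and *Bhlhb9*, which are named here after their values were seen. Their differences were 2.99, 1.68, 0.84, 0.63 and −0.51 on the log2 scale, with adjusted p from 0.0033 to 0.0877 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The number of such genes was 840 without KO MI replicate 7 and 289 by DESeq2. From the clusters of the DEGs it found with DESeq2 and their GO terms (Fig. 1g–i), the paper concludes that LRRC10 has roles in the transcriptional regulation of muscle contraction, ion-channel function, cell cycle activity and metabolism, and that *Lrrc10*-/- hearts carry a transcriptional signature of their own behind the loss of regeneration.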

Our results demonstrate that loss of LRRC10 blocks neonatal heart regeneration. However, whether lack of LRRC10 is primarily responsible for the defect in neonatal heart regeneration rather than secondary effects on the heart remains unclear. Thus, we wanted to determine whether restoration of LRRC10 protein levels can rescue the blockade of the cardiac regenerative response in post-natal *Lrrc10*^*–/–*^ hearts. (Fig. 2a). To address this question, we injected WT and *Lrrc10*^*–/–*^ mice at P0 with a single dose of AAV9-cTnT-GFP control vector or AAV9-cTnT-LRRC10 rescue vector, for cardiac-specific overexpression of LRRC10, followed by an MI surgery at P1 (Fig. 2a). This dosing strategy was sufficient to target the heart, as evident by GFP expression throughout the heart by 7 days post-injection (Fig. 2b, Supplementary Fig. 4). We first investigated if the overexpression of LRRC10 in *Lrrc10*^*–/–*^ hearts was sufficient to rescue the defect of symmetrical Aurora B localization in cardiomyocytes. Interestingly, at 7 days post-MI we measured a significant increase in cytokinesis in *Lrrc10*^*–/–*^ mice treated with AAV9-cTnT-LRRC10 rescue vector compared to the AAV9-cTnT-GFP control vector (Fig. 2c). There was no significant difference in asymmetrical Aurora B localization between the same groups (Supplementary Fig. 5), in line with our earlier results demonstrating comparable levels of asymmetrical Aurora B between WT and *Lrrc10*^*–/–*^ hearts post-MI (Fig. 1d).

**Fig. 2:**
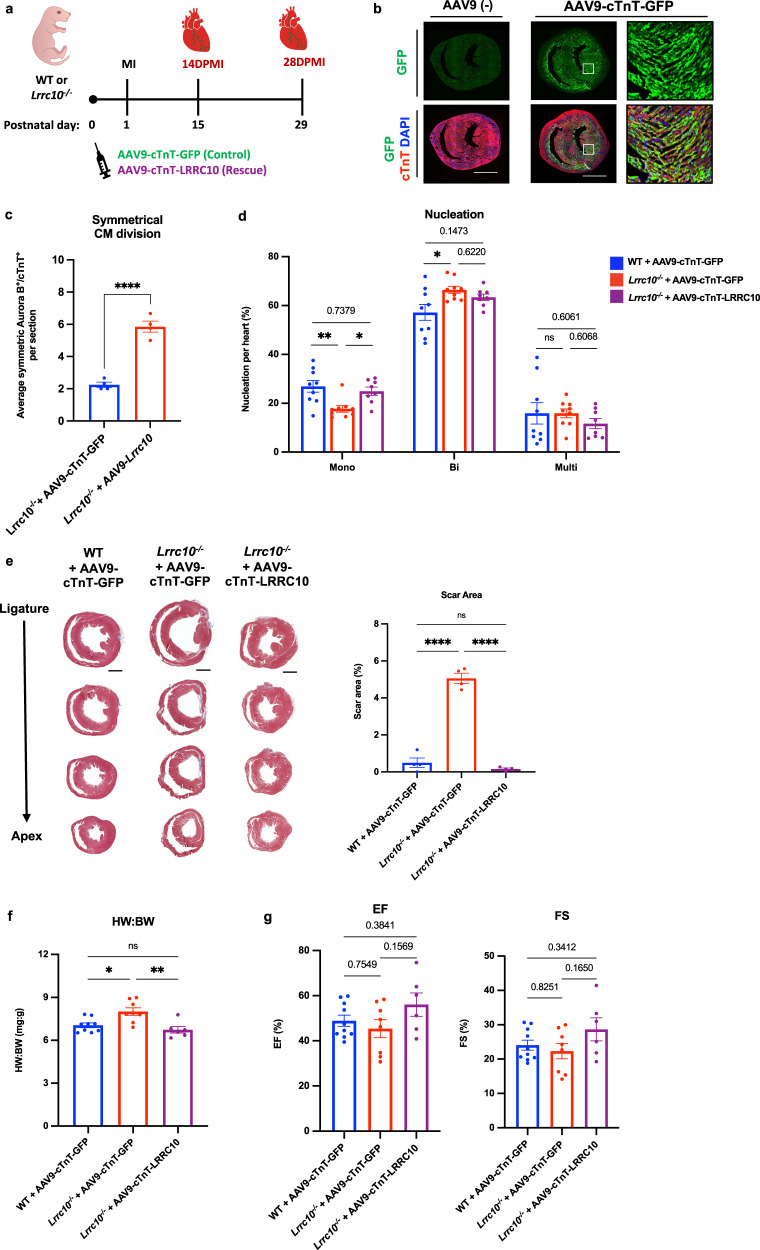
LRRC10 overexpression rescues heart regeneration in *Lrrc10*^*–/–*^ mice. **a** Control and *Lrrc10*^*–/–*^ neonatal mice were treated with a single-dose of AAV9-cTnT-GFP control or AAV9-cTnT-LRRC10 rescue viral vector before undergoing sham or MI surgery at P1. **b** Efficient transfection shown by GFP expression in WT P8 mice treated with or without AAV9-cTnT-GFP at P0 (*n* = 3). Hearts were analyzed for regeneration hallmarks at 7-, 14- and 28-days post-MI (DPMI). **c** Cytokinesis measured by symmetrical Aurora B within cardiomyocytes, marked by cTnT at 7DPMI (*n* = 4). **d** Nucleation percentages of mononucleated (Mono), binucleated (Bi), and multinucleated (Multi) cardiomyocytes (WT and KO controls *n* = 9; KO rescue *n* = 8) at 14DPMI. **e** Masson’s trichrome analysis at 28DPMI (*n* = 4); scale bar =1 mm. **f** Heart weight to body weight (BW) ratios at 28DPMI (WT control *n* = 9; KO control *n* = 8; KO rescue *n* = 6). **g** Echocardiography of ejection fraction (EF) and fractional shortening (FS) at 28DPMI (WT control *n* = 9; KO control *n* = 8; KO rescue *n* = 6). *P $$\le$$ 0.05, **P $$\le$$ 0.01, ****P $$\le$$ 0.0001. Error bars presented as S.E.M.

We further investigated the effect of LRRC10 overexpression on cardiomyocyte cytokinesis by quantifying cardiomyocyte nucleation as a readout of cardiomyocyte division across control and rescue groups. At 14 days post-MI, LRRC10 rescue hearts restored the increase in mononucleated cardiomyocytes compared to the LRRC10 KO controls (Fig. 2d). Furthermore, the number of binucleated and multinucleated cardiomyocytes in LRRC10 rescue hearts were restored to the levels of WT control hearts, whereas LRRC10 KO controls show a significant elevation in binucleated cardiomyocytes (Fig. 2d). This demonstrates that overexpression of LRRC10 in *Lrrc10*^*–/–*^ mice restores the increase in mononucleated cardiomyocytes post-MI.

To determine whether LRRC10 overexpression restores myocardial regeneration and scar size reduction in *Lrrc10*^*–/–*^ mice, we performed trichrome staining at 28 days post-MI. LRRC10 KO control mice show incomplete regeneration, persistent scar tissue, and thinning of the left ventricle, as expected (Fig. 2e, Supplementary Fig. 6). Strikingly, the LRRC10 rescue mice show structural regeneration, with little to no scarring present and increased wall thickness in the left ventricle, similar to WT controls. In addition, LRRC10 rescue mice also demonstrate a reduction of heart weight to body weight ratio, restoring heart size to similar levels as WT controls (Fig. 2f). To identify if this repair translated to improved cardiac function, we used echocardiography to measure ejection fraction (EF) and fractional shortening. Hearts of LRRC10 rescue mice showed trending improvements in EF and FS compared to LRRC10 KO control hearts (Fig. 2g). The restoration of myocardial structure and scar resolution demonstrate that LRRC10 overexpression can promote heart regeneration in *Lrrc10*^*–/–*^ hearts (Fig. 2e–g). Together, these results demonstrate that the inhibition of regeneration in *Lrrc10*^*–/–*^ mice is driven by reduced levels of LRRC10 and that LRRC10 overexpression postnatally is sufficient to restore myocardial regeneration following neonatal MI.

Heart failure with reduced ejection fraction following myocardial infarction remains a major health and economic burden given the inability of the adult mammalian heart to regenerate following injury. Defining the mechanisms that control endogenous heart regeneration can identify new therapeutic approaches to promote adult human heart regeneration. Our results demonstrate an evolutionarily conserved role for LRRC10 in heart regeneration, from the *Astyanax mexicanus* surface fish and zebrafish to the neonatal mouse. More importantly, we demonstrate that LRRC10 regulates later stages of cardiomyocyte cell cycle activity that impacts cardiomyocyte division and nucleation during neonatal mouse heart regeneration. Loss of LRRC10 results in transcriptional dysregulation of muscle, ion channel, cell cycle, and metabolic genes, which may play a role in impeding heart regeneration. Remarkably, restoration of LRRC10 levels in *Lrrc10*^*–/–*^ hearts is sufficient to rescue the endogenous regenerative response. Our results suggest a unique role for LRRC10 in regulating cardiomyocyte cytokinesis but not karyokinesis, demonstrating a stage-specific regulation of cardiomyocyte cell cycle.

One limitation of this study is that quantification of Aurora B localization from in vivo heart sections, as well as cardiomyocyte nucleation from dissociated cardiomyocytes, cannot definitively prove cytokinesis. Although cardiomyocyte cytokinesis can be directly visualized via live imaging in vitro^27,28^; the impact of LRRC10 on cardiomyocyte Aurora B labeling and nucleation is only evident in response to injury and subsequent regeneration. Thus, live imaging of cultured cardiomyocytes cannot be utilized to directly visualize the effect of LRRC10 on cardiomyocyte cytokinesis in response to neonatal heart injury.

Owing to the identified role of LRRC10 in regulating L-type Ca^2+^ channels in adult cardiomyocyte, future studies are warranted to further define the impact of calcium handling on cardiomyocyte proliferation and heart regeneration. Furthermore, the impact of LRRC10 deletion on cardiac metabolism needs to be further investigated, which might reveal a link between calcium homeostasis and cardiomyocyte cell cycle. In addition, whether overexpression of LRRC10 in the adult heart can promote adult cardiomyocyte cell cycle re-entry and regeneration remains to be determined. This study provides an important new target to modulate cardiomyocyte cell cycle activity and heart regeneration.

## Methods

### Animals

Wild type C57BL/6 J (Stock #000664) mice were obtained from Jackson Laboratories. *Lrrc10*^*–/–*^ mice were generated in C57BL/6 background and genotyped as described previously^11,29^. All animal experimental procedures were approved by the Institutional Animal Care and Use Committee of the University of Wisconsin-Madison. All experiments were performed on age and sex matched mice, and RNA-seq analysis was performed with an equal ratio of male to female mice.

### Neonatal myocardial infarction

Neonatal mice underwent myocardial infarction (MI) surgery at postnatal day 1, as previously described^13^. Briefly, neonates were anesthetized by hypothermia on ice. A blunt dissection was performed in the fourth intercostal space. The heart was gently guided to rest on the chest cavity and the LAD was located. Using a C-1 tapered needle with a 6-0 Prolene suture (Ethicon Inc., Bridgewater, NJ), the LAD was ligated and blanching at the apex was visualized. The heart was guided back into the chest, the ribs were sutured closed, and skin was joined using adhesive glue (3 M). The mice recovered on a warmed heating pad until mobile. The sham operation consisted of hypothermic anesthesia, blunt dissection in the fourth intercostal space, and closing of the chest cavity, without heart exposure or LAD ligation.

### Histology

For paraffin embedding, hearts were fixed in 4% paraformaldehyde (PFA) in PBS at 4 °C overnight. Samples were embedded in a paraffin block and sectioned below the ligation at 5um thickness. Masson’s trichrome stain was run according to the manufacturer’s protocol (Newcomer Supply, Middleton, WI). Scar area quantified in ImageJ and averaged across 3 sections per heart.

For cryosections, hearts were fixed in 4% PFA in PBS at RT for 1 hr. Tissues were soaked in 30% sucrose overnight before being submerged into cryomold with OTC and frozen at −80 °C. Hearts were sectioned at 8um thickness.

### Immunostaining

Paraffin sections underwent deparaffinization and rehydration by sequential 3 min incubations in xylene and ethanol (100%, 90%, 70%) solutions. Samples were placed into IHC antigen retrieval solution (Invitrogen, Carlsbad, CA) and microwaved for 10 min. Sections were blocked in 10% blocking serum (matching secondary) and incubated in primary antibodies overnight incubation at 4 °C. Primary antibodies were used against phospho-Histone3 Ser10 (Millipore, catalog # 06-570) at [1:200] dilution, Aurora B (Sigma, catalog # A5102) at [1:100] dilution, and Cardiac Troponin T (cTnt Abcam, catalog # AB8295) at [1:200] dilution. Sections were washed with PBS and incubated with secondary antibodies (Invitrogen) at [1:400] dilution with DAPI for 1 hour at room temperature. Slides were mounted in antifade mounting medium and stored at 4 °C. Representative images were taken on a Nikon A1RS HD confocal microscope.

Cardiomyocyte cross-sectional area was measured by Wheat Germ Agglutinin (WGA) staining. Paraffin sections were processed as described above, incubating with WGA-488 conjugated antibody (Thermo Fisher, catalog # W11261) at [1:50] dilution and cTnT. Cardiomyocyte area was quantified by measuring cross-sectional area of cardiomyocytes dual-positive for WGA+ and cTnT in Image J, measuring approximately 200 cardiomyocytes across 4-6 replicate sections.

For GFP staining in AAV9-injected mice, cryosections were placed into a humidifying chamber and incubated with 10% blocking buffer, diluted in PBS with 0.2% Triton X-100 (PBST) at RT for 1 hr. Slides were incubated with primary GFP-488 conjugated antibody (Thermo Fisher, catalog #A21331) and cTnT diluted in PBST with 5% blocking buffer at 4 °C overnight. Sections were washed, mounted, and stored at −20 °C. Representative images were taken on a Nikon A1RS HD confocal microscope. For whole-mount staining, the whole heart was harvested, washed in PBS and immediately imaged for endogenous GFP expression. Representative images were acquired on a Nikon Upright FN1 confocal microscope.

### AAV9 injection

Adenovirus vector constructs, AAV9-cTnT-EGFP-WPRE (catalog # VB5428) and AAV9-cTnT-mLRRC10-WPRE were designed and produced by Vector Biolabs (Malvern, PA). Mice were injected subcutaneously at P0 with AAV9 constructs at a viral titer of 5 × 10^13^ vg/kg BW (diluted in saline to a total volume of 10ul). MI was performed at P1, as described above, and hearts were collected at 7 days-post MI for cytokinesis analysis, 14 days post-MI for nucleation analysis, and 21 days post-MI for histological analysis.

### Cardiomyocyte isolation and nucleation

Mice hearts were harvested at 14 days post-surgery and fixed in 4% PFA in PBS at RT for 2 h. Hearts were washed for three, 15 min incubations in PBS. Hearts were mined into 1 mm pieces and transferred into Eppendorf tubes containing collagenase solution with collagenase D (2.4 mg/ml, Cat #11088866001) and collagenase B (1.8 mg/ml, Cat #: #110088807007) diluted in Hank’s Balanced Salt Solution (Santa Cruz, #sc-391061A) and incubated on a rocker at 37 °C overnight. Collagenase solution was replaced every two days by centrifugation at 500 g for 1 min at RT and removing supernatant. After cells were dissociated, cell pellets were collected by centrifugation at 500 g for 2 min at RT, resuspended in PBS, and passed through a 100 µm cell filter to purify cardiomyocyte populations and remove clumps. Cells were stored at 4 °C until ready for staining.

Nucleation staining and quantification was performed on isolated cardiomyocytes. Cells were mixed gently to resuspend and 200ul of cardiomyocytes were transferred to a 1.5 ml Eppendorf tube with 300ul of PBST (PBS with 0.2% Triton X-100). DAPI was added to solution and incubated for 10 min at RT. After, 1 ml of 10% blocking buffer was added to reduce cell clumping. Cells were collected by centrifugation at 800 g for 2 min and supernatant was discarded, leaving approximately 100ul of solution. For nucleation quantification, around 300-500 cardiomyocytes were aliquoted onto a coverslip and sealed with nail polish. Approximately 1000 intact cardiomyocytes were counted per heart, with 4-9 replicate hearts per sample group. Nucleation distribution was presented as percent nucleation of total cardiomyocytes per sample.

### RNA sequencing and analysis

Sex-matched heart ventricles were collected at 7 days post-surgery (Sham or MI) and immediately homogenized in Trizol (Invitrogen) according to the manufacturer’s protocol. Mouse tissue samples suspended in TRIzol were submitted to the University of Wisconsin Biotechnology Center (UWBC) Gene Expression Center (*Research Resource Identifier - RRID:SCR_017757)* for RNA extraction. Total RNA was purified following the recommendations of the Qiagen RNeasy Mini (Qiagen, Hilden, Germany) procedure, which included on-column DNase treatment. RNA quality and integrity (RINe > 8.4) were verified on a NanoDrop One Spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA) and Agilent 4200Tapestation (Santa Clara, CA, USA), respectively.

Total RNA was used as input material and libraries were prepared by following the SMARTer Stranded Total RNA Sample Prep Kit – HI Mammalian user manual (Takara Bio USA, Mountain View, CA, USA). In brief, 900 ng total RNA were hybridized to RiboGone™ oligos for depletion of rRNA sequences by RNase H-mediated digestion followed by SPRI bead cleanup. Reduced rRNA templates were fragmented at 94 °C for 3 min prior to first-strand synthesis. Takara adaptors and indexes were added to single-stranded cDNA via 12 cycles of PCR. Quality and quantity of the finished libraries were assessed on the Agilent 4200 Tapestation (Agilent, Santa Clara, CA, USA) and Qubit Fluorometer (Invitrogen, Carlsbad, CA, USA), respectively. Paired end 150 bp sequencing was performed by Illumina Sequencing by UWBC DNA Sequencing Facility *(RRID:SCR_017759)* on an Illumina NovaSeq6000, with libraries multiplexed for an approximate 50 million reads per library. Sequencing was done using standard 300 cycle TruSeq v1.5 SBS kits and SCS 2.8 software. Images were analyzed using the standard Illumina Pipeline, version 1.8.

Bioinformatic analysis of transcriptomic data adhere to recommended ENCODE guidelines and best practices for RNA-Seq (Encode Consortium, 2016). Alignment of adapter-trimmed^30^ (Skewer v0.1.123) 2×150 (paired-end; PE) bp strand-specific Illumina reads to the *Mus musculus Mus musculus* GRCm39 mouse genome (assembly accession NCBI: GCA_000001635.9) was achieved with the Spliced Transcripts Alignment to a Reference (STAR v2.5.3a) software^31^, a splice-junction aware aligner. Expression estimation was performed with RSEM^32^ (RNASeq by Expectation Maximization, v1.3.0), generating overall RSEM gene counts. Counts were normalized by TPM. To test for differential gene expression among individual group contrasts, expected read counts obtained from RSEM were used as input into DESeq2^33^ (Version 1. 36.0). Statistical significance of Differentially Expressed genes (DEGs) was defined by a log2fold change of $$\pm$$(0.5), with statistical significance of the negative-binomial regression test adjusted with a Benjamini-Hochberg FDR correction at the 10% level^34^ and independent filtering requiring genes to have a minimum read count (10 reads) in each group. Heatmap was generated using pheatmap [V.1.0.12] from K-means clustering of all DEGs in the 4-way comparison, with cell value is TPM row-normalized. DOT plots for GO analysis were generated with enrichGO in Clusterprofiler using p-value < 0.05. These raw and processed data sets have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO accession number GSE221539. Groups for RNA-seq were sex matched and independently analyzed, with no sex-specific differences identified.

### Statistical analysis

Graphs were generated using Prism 9 (GraphPad Software). Statistical analysis between two groups was run using a student’s unpaired t-test. Multiple groups were compared using ordinary one-way ANOVA with Tukey post hoc test to determine significant comparisons. Statistical significance described as a *p* < 0.05. *P*-values shown as * (*P*$$\,\le$$0.05). **(*P* $$\le$$0.01), ***(*P* $$\le$$0.001), **** (*P* $$\le$$0.0001). n.s. indicates not significant. Error bars presented as S.E.M.

## Supplementary information

Supplementary Information

## Data Availability

RNA-seq data from WT and *Lrrc10*^*–/–*^ mice are available at the NCBI’s Gene Expression Omnibus (GSE221539). All data are available from the corresponding author upon request.

## References

[1] Murphy SP, Ibrahim NE, Januzzi JL (2020). Heart failure with reduced ejection fraction: a review. JAMA..

[2] Becker RO, Chapin S, Sherry R (1974). Regeneration of the ventricular myocardium in amphibians. Nature.

[3] Cano-Martinez A (2010). Functional and structural regeneration in the axolotl heart (Ambystoma mexicanum) after partial ventricular amputation. Arch. Cardiol. Mex..

[4] Poss KD, Wilson LG, Keating MT (2002). Heart regeneration in zebrafish. Science..

[5] Porrello ER (2011). Transient regenerative potential of the neonatal mouse heart. Science..

[6] Zhu W (2018). Regenerative potential of neonatal porcine hearts. Circulation..

[7] Ye L (2018). Early regenerative capacity in the porcine heart. Circulation.

[8] Sadek H, Olson EN (2020). Toward the goal of human heart regeneration. Cell Stem Cell..

[9] Stockdale WT (2018). Heart regeneration in the mexican cavefish. Cell Rep..

[10] Kobe B, Deisenhofer J (1994). The leucine-rich repeat: a versatile binding motif. Trends Biochem. Sci..

[11] Brody MJ (2012). Ablation of the cardiac-specific gene leucine-rich repeat containing 10 (Lrrc10) results in dilated cardiomyopathy. PLoS One..

[12] Woon MT (2018). Pediatric dilated cardiomyopathy-associated LRRC10 (leucine-rich repeat-containing 10) Variant Reveals LRRC10 as an auxiliary subunit of cardiac L-Type Ca(2+) channels. J. Am. Heart Assoc..

[13] Mahmoud AI, Porrello ER, Kimura W, Olson EN, Sadek HA (2014). Surgical models for cardiac regeneration in neonatal mice. Nat. Protoc..

[14] Adameyko II (2005). Expression and regulation of mouse SERDIN1, a highly conserved cardiac-specific leucine-rich repeat protein. Dev. Dyn..

[15] Kim KH (2007). Lrrc10 is required for early heart development and function in zebrafish. Dev. Biol..

[16] Kim KH, Kim TG, Micales BK, Lyons GE, Lee Y (2007). Dynamic expression patterns of leucine-rich repeat containing protein 10 in the heart. Dev. Dyn..

[17] Porrello ER (2013). Regulation of neonatal and adult mammalian heart regeneration by the miR-15 family. Proc. Natl. Acad. Sci. USA.

[18] Patterson M (2017). Frequency of mononuclear diploid cardiomyocytes underlies natural variation in heart regeneration. Nat. Genet..

[19] Hesse M (2018). Midbody positioning and distance between daughter nuclei enable unequivocal identification of cardiomyocyte cell division in mice. Circ. Res..

[20] Leone M, Magadum A, Engel FB (2015). Cardiomyocyte proliferation in cardiac development and regeneration: a guide to methodologies and interpretations. Am. J. Physiol. Heart Circ. Physiol..

[21] Cui M (2020). Dynamic transcriptional responses to injury of regenerative and non-regenerative cardiomyocytes revealed by single-nucleus RNA sequencing. Dev. Cell.

[22] Quaife-Ryan GA (2017). Multicellular transcriptional analysis of mammalian heart regeneration. Circulation.

[23] O'Meara CC (2015). Transcriptional reversion of cardiac myocyte fate during mammalian cardiac regeneration. Circ. Res..

[24] Houser SR, Piacentino V, Weisser J (2000). Abnormalities of calcium cycling in the hypertrophied and failing heart. J. Mol. Cell Cardiol..

[25] Valdivia CR (2010). Loss-of-function mutation of the SCN3B-encoded sodium channel beta3 subunit associated with a case of idiopathic ventricular fibrillation. Cardiovasc. Res..

[26] Bae J (2021). Malonate promotes adult cardiomyocyte proliferation and heart regeneration. Circulation..

[27] Bersell K, Arab S, Haring B, Kuhn B (2009). Neuregulin1/ErbB4 signaling induces cardiomyocyte proliferation and repair of heart injury. Cell..

[28] Shapiro SD (2014). Cyclin A2 induces cardiac regeneration after myocardial infarction through cytokinesis of adult cardiomyocytes. Sci. Transl. Med..

[29] Manuylov NL, Manuylova E, Avdoshina V, Tevosian S (2008). Serdin1/Lrrc10 is dispensable for mouse development. Genesis..

[30] Jiang H, Lei R, Ding S-W, Zhu S (2014). Skewer: a fast and accurate adapter trimmer for next-generation sequencing paired-end reads. BMC Bioinform..

[31] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics..

[32] Li B, Dewey CN (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinform..

[33] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[34] Reiner A, Yekutieli D, Benjamini Y (2003). Identifying differentially expressed genes using false discovery rate controlling procedures. Bioinformatics.

How the deposited data were processed for this re-analysis (not part of the article)

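The deposited table covers RNA sequencing of the ventricles of 16 mice, with 4 libraries in each of the groups WT SH, KO SH, WT MI and KO MI. The groups were taken from the labels of the libraries in the deposited record. According to the paper's methods, the authors trimmed adapters with Skewer (version 0.1.123), aligned strand-specific read pairs of 150 bp to GRCm39 with STAR (version 2.5.3a) and estimated expression with RSEM (version 1.3.0). The authors' table holds RSEM expected counts per gene, without normalization and without decimals, and each of its 16 columns is a mapped library. The annotation release behind it is not stated. Its 51912 gene identifiers were given names, positions and biotypes from GENCODE release M39. This matched 47772 of them, and the identifiers with no match held between 0.57% and 0.786% of the counts of a library. RSEM assigns reads that fit several genes in proportion, so the counts of pseudogenes and paralogs, such as the skeletal myosin heavy chain genes, carry an uncertainty that the table does not give. GO terms were not analysed here, nor was single-cell, protein or imaging data.

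The libraries had between 33783874 and 57470159 counts (median 45092798). At these depths the 3 counts taken as the floor correspond to between 0.0577 and 0.0858 CPM, and a gene under this level in a library is not told from absence. The mitochondrial transcript *mt-Rnr2* held from 29.8% to 37.6% of the counts and *Ttn* from 4.09% to 4.81%. The total per library does not separate the groups, since the range of each group overlaps that of the others.

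Counts were analysed in R (version 4.3.3) with edgeR (version 4.0.16) and limma (version 3.58.1). Genes with a summed count of at least 10 in each of the 4 groups were tested. The paper's methods give a minimum of 10 reads in each group and do not say whether the reads are summed, so this is 1 reading of them. After TMM normalization, a quasi-likelihood model with one coefficient per group was fitted to all 16 libraries. The F-tests (two-sided) compared KO MI with WT MI, KO SH with WT SH, WT MI with WT SH and KO MI with KO SH. Another contrast, the interaction, compared the KO effect post-MI with the KO effect post-sham. A DEG had a Benjamini-Hochberg adjusted p under 0.1 and an absolute log2 fold change of at least 0.5, the paper's thresholds. The paper used DESeq2 (version 1.36.0), and DESeq2 (version 1.42.0) was run as an alternative. Standard errors of log2 fold changes come from the edgeR fit. Single genes were also compared by an exact permutation test (two-sided) on log2(CPM + 0.05), which cannot give a p under 0.0286 with 4 libraries against 4. CPM values use the TMM-scaled library size, and log2 CPM for principal components and correlations used a prior count of 2.

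Gene lists were tested with fry (two-sided), a set test of the edgeR and limma packages that estimates the correlation between the genes. Its p-values had Benjamini-Hochberg adjustment over the 22 lists tested in a contrast, and an adjusted p under 0.05 was a call. Of the lists, 4 hold the genes that the paper names for Clusters 1, 3, 4 and 7 in its text and in Fig. 1h. The paper chose these from the same libraries, so their tests are not independent of its choice. The values of 1 gene of the Cluster 3 list are not reported here on their own. The other lists are named after skeletal muscle, thymocyte, erythroid, macrophage, fibroblast, endothelial, cardiomyocyte, atrial, adipocyte and lung epithelial genes, the G2M and S phases, fatty acid oxidation, glycolysis, oxidative phosphorylation, mitochondrially encoded genes, immediate early genes, female-expressed genes and Y-linked genes. They share no gene with each other or with the lists of the paper. Too few genes of the adipocyte list passed the filter for a test. Scores per library used log2(CPM + 0.5).

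The separation of 2 groups was the mean Pearson correlation within them minus that between them, tested (one-sided) over the 35 splits of their 8 libraries. K-means clustering used 8 centres, as in the paper, and 100 random starts, on row z-scores of CPM. DEGs within 10 Mb of *Lrrc10* were compared with those elsewhere by Fisher's exact test (two-sided). The named genes are those the paper names, with *Lrrc10*, *Nnt*, *Xist* and 4 Y-linked genes, and the 3 DEGs with the largest rise and the 3 with the largest fall of each KO against WT comparison, among DEGs with a mean of at least 1 CPM and no overlap between KO and WT libraries. Genes outside this rule are said to be chosen after their values were seen.

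The tests, the rule for named genes and most alternatives were set before the data were examined. The alternatives were DESeq2, its size factors in edgeR, no filter, edgeR's filterByExpr, at least 10 counts in every library, a robust fit, only the groups of a contrast in the fit, the replicate number as a block, an adjusted p under 0.05, no minimum fold change and each library left out in turn. For lists the test camera, with a preset correlation of 0.01, was the alternative to fry. For separation they were Spearman correlation and the 500 most variable genes. For clusters they were log2 CPM and 6 or 10 centres, and for the region windows of 2 Mb and 20 Mb. A correction for a trend with GC content in 20 bins, and the X and Y chromosomes left out, were chosen after seeing the data. The largest range of the GC correction in a library was 0.271 on the log2 scale, and that of a correction for transcript length was 0.179. Between 2 libraries of a group the chi-square per gene was from 4.43 to 57.0, and no library repeats another.

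The steps were tested on simulated data in which 200 of 19896 tested genes were changed by 1.5 on the log2 scale in KO MI. Of these, 196 were called, with 19 unchanged genes. The median fitted log2 fold change of the raised genes was 1.52, and no genes were called between KO SH and WT SH, where none differed (0 calls). Of 20 unchanged lists, 0 were called. The genes were drawn independently of each other, so the simulation does not show how the list tests behave when genes are correlated. Nor does it hold a library that lies far from its group, or a change smaller than 1.5 on the log2 scale.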

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

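The tests of the interaction by leaving out libraries and by the immediate early list were chosen only after the result was seen. So were the tests of explanations for the adipose tissue, oxidative phosphorylation and fatty acid oxidation results below. The fry and camera tests of the oxidative phosphorylation and fatty acid oxidation lists were set before the data were examined.

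In 6 of 162 groups of 4 libraries, 1 library lay far from the other 3, with a gap to the nearest of them, as a share of the range of the group, above the critical value of Dixon's test. Chance gives 8.1 such groups. *Cdc20* was at 8.34 CPM in WT SH replicate 4 and at 7.27 to 7.41 CPM in the other WT SH libraries. *Ndufs5* was at 37.4 CPM in WT SH replicate 1 and at 22.8 to 23.8 CPM in the others. *Sdhaf1* was at 1.62 CPM in KO SH replicate 2 and at 1.01 to 1.06 CPM in the others. The mean of log2(CPM + 0.5) over the adipocyte list was −0.53 in KO SH replicate 1 and −0.56 in the other KO SH libraries, all near the floor. Over the skeletal muscle list it was 0.72 in WT MI replicate 2 and 0.48 to 0.51 in the other WT MI libraries. Over the adipocyte list it was 0.24 in KO MI replicate 7 and −0.55 to −0.46 in the other KO MI libraries. No explanation was tested for these libraries except the last.

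*Ucp1*, a gene of brown adipose tissue that the paper does not name, was at 3.05 CPM in KO MI replicate 7 and at 0 to 0.172 CPM in the other KO MI libraries. Of the 8 genes of the adipocyte list, 7 were higher in this library than in each of the 15 others, and 1 of the 8 reaches 1 CPM in WT SH hearts. *Plin1* was at 0.669 CPM and *Adipoq* at 0.375 CPM in it. *Cidea*, the list's gene with heart expression, was at 7.55 CPM there and at 7.74 CPM in KO MI replicate 2. *Ucp1*, *Plin1*, *Adipoq* and *Cidea* were chosen from the list after their values were seen. A candidate explanation is adipose tissue taken with the heart, in a small amount. Since this is 1 library of a group, no biological explanation was tested.

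The KO effect differed between MI and SH hearts for 5 genes, named after their values were seen. The differences on the log2 scale were 2.99 for *Nr4a3* (adjusted p = 0.0033), 1.68 for *Gm43605* (adjusted p = 0.0121), 0.84 for *Sik1* (adjusted p = 0.0399), 0.63 for *Tomm40* (adjusted p = 0.0877) and −0.51 for the X-linked *Bhlhb9* (adjusted p = 0.0635), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Nr4a3* averaged 20.5 CPM in WT SH, 2.67 in KO SH, 4.61 in WT MI and 4.76 in KO MI. *Gm43605* (27.2, 5.11, 6.56 and 3.97 CPM) and *Sik1* (45.4, 18.6, 23.1 and 16.9 CPM) were highest in WT SH too. *Tomm40* was at 22.6, 17.5, 18.7 and 22.5 CPM and *Bhlhb9* at 37.5, 53.2, 44.7 and 44.5 CPM. *Nr4a3* and *Gm43605* were DEGs of the interaction in each of the 16 fits without one library, with adjusted p up to 0.0158 and 0.0563 (edgeR with Benjamini-Hochberg adjustment). *Sik1* was none in 6 of these fits, and *Tomm40* and *Bhlhb9* in 13 each. The number of such genes depends on single libraries, with 840 without KO MI replicate 7, 169 without WT SH replicate 4 and 2 to 6 in the fits without another library. Of 100 splits of the libraries, the real one included, 5 gave at least 5 genes, and the largest other count was 1190. The splits exchanged KO and WT libraries within each surgery. A KO effect shared by SH and MI hearts can thus enter the interaction or the spread of a split. The splits therefore cannot decide whether chance is the source of the count. A response to handling at collection may raise such genes in some hearts. The immediate early list had a median interaction of 0.051 with 6 genes above and 6 below 0, which decides nothing, and the rise in WT SH of *Nr4a3*, *Gm43605* and *Sik1* cannot be told apart from such a response. *Bhlhb9*, lowest in WT SH, and *Tomm40*, at the same level in WT SH and KO MI, do not have the pattern it would give. The WT SH libraries all have Y-linked genes, so unequal numbers of males and females could enter the interaction, and their effect on autosomal genes was not tested for it. An effect of the genotype that depends on surgery stays open as well.

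The fatty acid oxidation list was outside the genes the paper discusses and had a median log2 fold change of −0.25 in KO MI against WT MI, with 20 of 21 genes lower (fry with Benjamini-Hochberg adjustment, adjusted p = 0.0161). From the WT MI mean the list's median difference was −0.11, −0.34, −0.26 and −0.21 in KO MI replicates 1, 2, 3 and 7, and −0.08 to 0.11 in the WT MI libraries. The adjusted p by fry with Benjamini-Hochberg adjustment was 0.0614, 0.0588 and 0.0565 without WT MI replicates 3 and 4 and KO MI replicate 3. Over the fits without one library it went from 0.0038 to 0.0614, and over the other alternatives from 5.24e-13 with camera to 0.107 with only the groups of the contrast (all with Benjamini-Hochberg adjustment). After the correction for GC content the median was −0.24, so a trend with GC content is not the whole cause. The cardiomyocyte list changed by −0.040 with 4 genes higher and 8 lower (fry with Benjamini-Hochberg adjustment, adjusted p = 0.737). Fewer cardiomyocytes in the tissue would lower that list too. It lay at 0.06, −0.02, −0.06 and −0.12 from the WT MI mean in KO MI replicates 1, 2, 3 and 7. The fatty acid oxidation list lay lower in each of these libraries. This argues against fewer cardiomyocytes as the whole cause, and a part in it stays open. Transcript length, DNA of another strain and the size of the injury in each heart were not tested for the fatty acid oxidation list, and an effect of *Lrrc10* deletion is 1 of the explanations that stay open.

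The oxidative phosphorylation list was outside the genes the paper names and had a median log2 fold change of −0.27 in KO SH against WT SH, with 89 of 93 genes lower (fry with Benjamini-Hochberg adjustment, adjusted p = 0.0304). Without one library the adjusted p went from 0.00855 to 0.0696, and it was above 0.05 without WT SH replicate 1 and without KO SH replicates 1, 2 and 4 (fry with Benjamini-Hochberg adjustment). Over the other alternatives it was 0.0413 at most (fry with Benjamini-Hochberg adjustment) and 1.6e-21 at least (camera with Benjamini-Hochberg adjustment). The median was −0.27 after the correction for GC content and −0.26 after that for transcript length, which argues against both trends as the whole cause. Fewer cardiomyocytes in the tissue would lower the cardiomyocyte list, which fell by 0.17 with 10 of 12 genes lower (fry with Benjamini-Hochberg adjustment, adjusted p = 0.0416), and raise the lists of other cell types. The highest of the fibroblast, endothelial and macrophage medians was −0.056, so the 2 point different ways and this explanation stays open. All WT SH libraries have Y-linked genes, and the 2 KO SH libraries that also have them, replicates 3 and 4, lay −0.18 and −0.28 from the WT SH mean. Replicates 1 and 2 lay −0.24 and −0.26 from it, so unequal numbers of males and females are not the whole cause. WT SH replicate 1 lay at 0.15 and WT SH replicate 4 at −0.13, and without the former the median was −0.20. DNA of another strain stays open, as does an effect of *Lrrc10* deletion.

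In the same comparison of KO SH with WT SH, 4 more lists that the paper does not discuss passed the threshold. They were cardiomyocyte genes (median log2 fold change −0.17, 10 of 12 lower), S phase genes (−0.18, 37 of 42 lower), glycolysis genes (−0.29, 14 of 14 lower) and immediate early genes (−0.36, 9 of 12 lower). Their adjusted p-values were 0.0416, 0.0481, 0.0416 and 0.0416 by fry with Benjamini-Hochberg adjustment. Over the fits without one library these went from 0.00297 to 0.0919, from 0.0432 to 0.121, from 0.0573 to 0.0922 and from 0.0199 to 0.114 (fry with Benjamini-Hochberg adjustment). The call was lost without WT SH replicate 1 for all 4 lists, with medians of −0.10, −0.19, −0.23 and −0.22. Glycolysis lost it in all 8 fits without one library, the cardiomyocyte and S phase lists in 7 each and the immediate early list in 5. No technical or biological explanation was tested for these 4 lists.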

How the results depend on the processing

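Of the alternatives below, the correction for GC content and the fit without genes of the X and Y chromosomes were chosen only after the result was seen.

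Of 444 values that alternatives gave for the 26 results that answer a comparison, 369 kept their direction and their side of the threshold or, for a count, stayed within 1.5 times the count reported. The Cluster 3 genes were called higher and the Cluster 7 genes lower in KO SH than in WT SH under every alternative run for them, with adjusted p of 0.00441 and 0.0186 at most (fry with Benjamini-Hochberg adjustment). The separation of KO SH from WT SH and that of WT MI from WT SH kept an exact permutation p of 0.0286 under every alternative run for them. For the changes below the cause was not tested, except where the alternative itself gives it.

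With no minimum fold change, which admits more genes by construction, 619 genes differed between KO MI and WT MI, 2486 between KO SH and WT SH, 1071 between WT MI and WT SH and 3536 between KO MI and KO SH. The interaction had 3 DEGs with an adjusted p under 0.05, a stricter threshold. It had 289 with DESeq2, 39 with no filter, 8 with the robust fit and 3 without X and Y genes. With only the groups of the contrast in the fit, 192 DEGs were found between KO MI and WT MI. The replicate numbers do not pair the libraries, since of 14 pairs with the same number in 2 groups 1 had a residual correlation above 0.1. The number 7 belongs to KO MI replicate 7 alone, so the block fits this library by itself. With the replicate block it thus no longer informs the KO MI values, and the block cannot be told from leaving this library out. In this fit the interaction had 689 DEGs, and its median was −0.48 for the Cluster 3 genes (adjusted p = 0.0201) and 0.39 for the Cluster 4 genes (adjusted p = 0.0485, both by fry with Benjamini-Hochberg adjustment). *Kcnj5* then had a log2 fold change of −0.063 in KO MI against WT MI, where *Myh8* (1.80), *Myh1* (1.87) and *Tnni2* (1.49) were not called. In the same fit the Cluster 4 genes were called from WT SH to WT MI (0.28, adjusted p = 0.0371) and the Cluster 1 genes were not from KO SH to KO MI (1.37, adjusted p = 0.0593, both by fry with Benjamini-Hochberg adjustment). Over all alternatives, the adjusted p of the interaction went from 0.000929 to 0.199 for Cluster 3, from 7.56e-05 to 0.214 for Cluster 4 and from 3.16e-05 to 0.196 for Cluster 7 (fry or camera with Benjamini-Hochberg adjustment).

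Camera in place of fry leaves the medians as they are. It called the Cluster 1 genes (2.29, adjusted p = 0.0251) and the Cluster 3 genes (0.24, adjusted p = 6.72e-05) in KO MI against WT MI, and the interaction of the Cluster 1 (2.51), Cluster 3 (−0.35), Cluster 4 (0.30) and Cluster 7 genes (0.45), all with Benjamini-Hochberg adjustment. Over all alternatives the adjusted p in KO MI against WT MI went up to 0.807 for Cluster 1 and 0.453 for Cluster 3 (fry with Benjamini-Hochberg adjustment). Camera made 14 calls of marker lists in the 2 comparisons of KO with WT. Of these, 6 hold under fry, namely fatty acid oxidation in MI hearts and cardiomyocyte, S phase, glycolysis, oxidative phosphorylation and immediate early genes in sham hearts. Its calls of Clusters 3, 4 and 7 in sham hearts hold as well, and those of Clusters 1 and 3 in MI hearts do not.

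With no filter, which adds genes with few counts, marker lists had 2 calls, the lung epithelial list had a median of 1.05 in KO MI against WT MI, and the Cluster 4 genes had −0.28 in KO SH against WT SH and lost their call (adjusted p = 0.05 after rounding, from 0.000205 to 0.0993 over all alternatives, fry or camera with Benjamini-Hochberg adjustment). With at least 10 counts in every library, which leaves fewer genes, the thymocyte list had −0.10 in KO MI and 0.13 in KO SH against WT, the atrial list 0.031 in KO SH against WT SH and the Cluster 3 genes 0.091 in WT MI against WT SH. The Cluster 7 genes then had an interaction of 0.45 (adjusted p = 0.0477, fry with Benjamini-Hochberg adjustment). With filterByExpr the thymocyte list had −0.11 in KO MI against WT MI. *Ccnb1*, near 0 between KO SH and WT SH, had −0.0019 with DESeq2, −0.0020 with DESeq2's size factors and −0.0047 with the correction for GC content. In a window of 2 Mb around *Lrrc10* the odds ratio for KO SH against WT SH was 0.557.

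Leaving out 1 library at a time gave 16 fits. DEGs between KO MI and WT MI went from 227 without WT MI replicate 1 to 575 without KO MI replicate 7. Between KO SH and WT SH they went from 661 without WT SH replicate 1 to 1217 without WT SH replicate 4. Between WT MI and WT SH they went from 283 without WT MI replicate 2 to 632 without WT SH replicate 4, with 364 without WT SH replicate 1. Between KO MI and KO SH they went from 885 without KO MI replicate 2 to 2180 without KO MI replicate 7. The interaction had 2 DEGs without WT SH replicate 1 and 840 without KO MI replicate 7, and 169 without WT SH replicate 4. Marker lists had 1 call without WT SH replicate 1, KO SH replicates 1 and 2 or WT MI replicates 3 and 4, and up to 9 without KO MI replicate 7. The k-means clusters highest in KO MI held 601 genes without KO MI replicate 3, 626 without KO MI replicate 2 and up to 1361 without KO MI replicate 7.

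The separation of KO MI from WT MI went from 0.00137 to 0.00381 without 1 library. Its exact permutation p was 0.143 without WT MI replicate 4 and 0.0857 without each other WT MI library. For KO MI and KO SH the separation went from 0.0039 to 0.00787, with a p of 0.0857 without each KO SH library.

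Without 1 library the median of the Cluster 3 genes in KO MI against WT MI went from 0.20 to 0.37, and they were called without KO MI replicate 2 (adjusted p = 0.00486, fry with Benjamini-Hochberg adjustment). It went from −0.081 to 0.14 for Cluster 3 in WT MI against WT SH, from −0.10 to 0.11 for Cluster 4 in KO MI against WT MI, and from −0.36 to −0.22 for Cluster 4 in KO SH against WT SH, where the call was lost in all 8 fits. The interaction went from −0.47 to −0.18 for Cluster 3, from 0.21 to 0.38 for Cluster 4 and from 0.43 to 0.52 for Cluster 7. It was called for these 3 without KO MI replicate 7 and for Cluster 7 without KO MI replicate 2.

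Some values changed sign in fits without 1 library. For KO MI against WT MI these were *Aurkb* (−3.15e-05 to 0.23), *Ccnb1* (−0.11 to 0.17), *Kcnj5* (−0.048 to 0.37), *Slc25a33* (−0.034 to 0.071), *Xist* (−0.57 to 0.62), and the G2M phase (−0.047 to 0.12), glycolysis (−0.021 to 0.23), lung epithelial (−0.41 to 0.12), macrophage (−0.26 to 0.21), thymocyte (−0.062 to 0.26), female-expressed (−0.13 to 0.56) and Y-linked lists (−0.81 to 0.51). For KO SH against WT SH they were *Ccnb1* (−0.035 to 0.093), *Myh8* (−0.63 to 0.20), *Rps15a-ps7* (−0.12 to 0.26), *Tnni2* (−0.27 to 0.12), and the lung epithelial (−0.036 to 0.11), mitochondrially encoded (−0.082 to 0.074) and thymocyte lists (−0.39 to 0.022). Of these, *Myh8* was −0.37 with all libraries and above 0 without WT SH replicate 2 alone among these fits, and the thymocyte list was −0.31 and above 0 without WT SH replicate 4 alone. Of 1539 values of single genes and lists, 102 lost a call without 1 library and 8 gained one. Under the other alternatives 24 lost a call and 18 gained one.

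Genes and lists that a stricter filter empties have no value under it, and the interaction was not fitted with only the groups of a contrast. A floor of 3 counts is 0.0577 to 0.0858 CPM, which limits what can be said of *Myh3*, *Tnnc2* and *Actn3* and of the adipocyte list.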

Differences from the paper's values

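The correction for GC content, 1 of the alternatives in the ranges below, was chosen only after the result was seen. The paper gives no number for a measure computed here, so the differences concern genes, groups and directions.

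The paper says that as many male as female mice were used. All 4 WT SH libraries had Y-linked genes, at 160 to 165 CPM in sum, and *Xist* at 9.77 CPM or lower. In each other group 2 libraries had *Xist*, at 919 to 985 CPM.

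The paper describes the groups as clustering apart. KO MI replicate 1 had a higher mean correlation with the KO SH libraries (0.985) and the WT MI libraries (0.983) than with the other KO MI libraries (0.982). The same held for KO MI replicate 7 (0.9788, 0.9780 and 0.9775), but not for KO MI replicates 2 and 3.

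The paper describes Cluster 1 as raised in *Lrrc10*-/- mice post-MI alone. *Tnnt3* had a log2 fold change of 2.51 in KO MI against WT MI and an adjusted p of 0.106 by edgeR with Benjamini-Hochberg adjustment, above the threshold. It was called with DESeq2 (adjusted p = 0.0713), with no filter (adjusted p = 0.0369), without KO MI replicate 1 (adjusted p = 0.0224) and without KO MI replicate 3 (adjusted p = 0.0404), and the adjusted p was 0.356 with only the groups of the contrast (Benjamini-Hochberg adjustment throughout). *Myh3*, *Tnnc2*, *Actn3*, *Ryr1* and *Mybpc1* did not pass the count filter. With no filter, *Tnnc2* (3.82, adjusted p = 0.0261), *Ryr1* (2.99, adjusted p = 0.0381) and *Mybpc1* (3.75, adjusted p = 0.0146) were called, and *Myh3* (2.73, adjusted p = 0.102) and *Actn3* (2.07, adjusted p = 0.176) were not (edgeR with Benjamini-Hochberg adjustment).

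Of the other genes listed for Cluster 1 in Fig. 1h, *Kcnma1* had a log2 fold change of 0.25 (adjusted p = 0.863) and *Tpm3* of −0.27 (adjusted p = 0.362) in KO MI against WT MI by edgeR with Benjamini-Hochberg adjustment. Neither was called with DESeq2 or with no filter, and the other alternatives were not run for these genes. The Cluster 1 genes as a list were not called under fry in KO MI against WT MI (adjusted p = 0.453), and under camera they were (adjusted p = 0.0251, up to 0.807 over all alternatives, with Benjamini-Hochberg adjustment).

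The paper describes Cluster 3 as changed in both sham and MI *Lrrc10*-/- hearts. In KO MI against WT MI, *Scn10a* (0.45), *Scn3b* (0.35) and *Kcnj5* (0.17) had adjusted p of 0.555, 0.361 and 0.767 by edgeR with Benjamini-Hochberg adjustment. *Scn10a* was called without KO MI replicate 2 (0.71, adjusted p = 0.091, up to 0.874 over all alternatives, edgeR with Benjamini-Hochberg adjustment). *Scn3b* and *Kcnj5* were called there under none of the alternatives run, though *Kcnj5* without KO MI replicate 2 had an adjusted p of 0.0958 with a log2 fold change of 0.37, under the minimum of 0.5 (edgeR with Benjamini-Hochberg adjustment). *Kcnj5* had 0.42 in KO SH against WT SH and an adjusted p of 0.132 by edgeR with Benjamini-Hochberg adjustment. Its adjusted p was under 0.1 with DESeq2 (0.0749), with no filter (0.0902) and with only the groups of the contrast (0.000128), and up to 0.252 without 1 library, each with Benjamini-Hochberg adjustment and, in these 3, a log2 fold change under 0.5. The Cluster 3 list in KO MI against WT MI had an adjusted p of 0.0937 by fry. It was called with camera (adjusted p = 6.72e-05) and with fry without KO MI replicate 2 (adjusted p = 0.00486), and its adjusted p went up to 0.453 over all alternatives (Benjamini-Hochberg adjustment throughout).

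The paper describes Cluster 4 as specific to *Lrrc10*-/- hearts post-MI, and *Aurkb* as lower. The Cluster 4 genes had a median log2 fold change of 0.04 in KO MI against WT MI (adjusted p = 0.866 by fry with Benjamini-Hochberg adjustment), and none of the alternatives run called them there. *Aurkb* had 0.13 in KO MI against WT MI (adjusted p = 0.832) and −0.38 in KO SH against WT SH (adjusted p = 0.171, both by edgeR with Benjamini-Hochberg adjustment). None of the alternatives run called it in either.

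The paper describes Cluster 7 as lower in both sham and MI *Lrrc10*-/- hearts. Its genes had a median of −0.12 in KO MI against WT MI (adjusted p = 0.687 by fry with Benjamini-Hochberg adjustment). *Slc25a33* had 0.03, *Ndufs5* −0.15 and *Sdhaf1* −0.29 there, with adjusted p of 0.965, 0.768 and 0.687 (edgeR with Benjamini-Hochberg adjustment). None of the alternatives run called the list or any of the 3 genes in KO MI against WT MI. The paper also links this cluster to fatty acid oxidation and mitochondrial metabolism. The separate fatty acid oxidation list was lower in KO MI (median −0.25, 20 of 21 genes, adjusted p = 0.0161, up to 0.107 over the alternatives). The oxidative phosphorylation list was not called there (−0.09, adjusted p = 0.467, both by fry with Benjamini-Hochberg adjustment).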

Other observations

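The tests on unequal numbers of males and females, on GC content for the genes of Clusters 3 and 7, and on cycling cells in 1 heart were chosen only after the result was seen.

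The 8 libraries of each comparison of 2 groups were regrouped in every way into 4 and 4. For KO MI against WT MI, KO SH against WT SH, WT MI against WT SH and KO MI against KO SH, 1 of the 35 splits gave as many DEGs as the real split, which was the real split itself. The next largest counts were 49, 1, 3 and 618, and the median count was 0 in each comparison.

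The genes listed for Cluster 1 were high in KO MI replicates 2 and 7 and not in replicates 1 and 3. They belong to skeletal muscle, so skeletal muscle tissue taken with some hearts may be the source. Of a list of 20 other skeletal muscle genes, none of them in Fig. 1h, 15 were above every WT library in KO MI replicate 7, where chance gives 2.22. Of the 20 genes, 6 reach 1 CPM in WT SH hearts. The numbers were 14 in KO MI replicate 2, 2 in replicate 1 and 3 in replicate 3. In KO MI replicates 2 and 7, *Mylpf* was at 2.64 and 2.57 CPM, *Atp2a1* at 4.59 and 5.62 CPM and *Neb* at 39.7 and 59.8 CPM. *Casq1* did not follow, with 27.3, 113, 34.7 and 10.5 CPM in KO MI replicates 1, 2, 3 and 7. *Mylpf*, *Atp2a1*, *Neb* and *Casq1* were chosen from the list after their values were seen. No single library accounts for the rise, since the median log2 fold change of the Cluster 1 genes was 1.74 without KO MI replicate 7, the lowest value when a KO MI library was left out. Expression of these genes by cells of the injured heart stays open, since tissue from outside the heart and cells within it bring the same transcripts.

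The genes listed for Cluster 4 were highest in KO MI replicate 2. No rise of the list over WT MI is shown, since its median log2 fold change of 0.04 was not called (adjusted p = 0.866 by fry with Benjamini-Hochberg adjustment) and was −0.10 without KO MI replicate 2 and −0.0094 without WT MI replicate 3. The high values in KO MI replicate 2 alone are weighed here. Thymus tissue taken with a heart would raise thymocyte genes, but 1 of 18 was above every WT library in KO MI replicate 2. Of the thymocyte list, 3 genes reach 1 CPM in WT SH hearts. Blood cell precursors are a candidate explanation, since the median of the erythroid list was 0.85 above the WT MI mean in KO MI replicate 2, 0.40 in replicate 1, 0.37 in replicate 3 and −0.38 in replicate 7. Of the 11 erythroid genes, 8 reach 1 CPM in WT SH hearts, so a change in blood content is hard to part from one in precursors. More cycling cells in that heart are another candidate explanation, since the S phase list was 0.20 and the G2M phase list 0.30 above the WT MI mean there. These lists have 92 genes, of which 0 are in the Cluster 4 list. Which cells cycle was not tested.

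The KO allele was made by gene targeting, so DNA of another strain around the targeted locus could add DEGs near *Lrrc10*. Within 10 Mb of it, 6 of 112 tested genes (5.36%) were DEGs of KO SH against WT SH, against 5.01% of 20047 genes elsewhere (odds ratio 1.07, two-sided Fisher's exact test, p = 0.826). For KO MI against WT MI they were 4 of 112 genes (3.57%) against 1.72% (odds ratio 2.12, two-sided Fisher's exact test, p = 0.129). The 95% interval of the odds ratio was 0.384 to 2.42 in SH and 0.565 to 5.64 in MI hearts, so no excess was shown, but a moderate one is not excluded and this explanation stays open. One of the DEGs in both comparisons is *Gm10747*, the gene that lies next to *Lrrc10*, which fell by 3.34 and 2.63 on the log2 scale in KO SH and KO MI (adjusted p = 7.8e-06 and 0.000242, edgeR with Benjamini-Hochberg adjustment). It was chosen after its values were seen.

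DNA of another strain at several places in the genome may contribute to the DEGs of KO against WT. The 500 genes with the lowest p gathered beyond chance in 5 of 256 windows of 10 Mb for KO SH against WT SH and in 9 for KO MI against WT MI. For both comparisons of MI with SH hearts the number was 0. The windows from 90 Mb on chromosome 3 and from 70 Mb on chromosome 17 were in both genotype comparisons. The window from 90 Mb on chromosome 10, the chromosome of *Lrrc10*, was among those of KO SH against WT SH (8 of 53 genes, counting 1 gene per family, adjusted p = 0.00989, one-sided binomial test with Benjamini-Hochberg adjustment). *Nnt*, part of which C57BL/6J mice lack, was at 51.7, 121, 102 and 87.6 CPM in the WT SH libraries and between 40.0 and 54.4 CPM in the KO SH libraries (log2 fold change −0.96, adjusted p = 0.0121, edgeR with Benjamini-Hochberg adjustment). Its log2 fold change in KO MI against WT MI was −0.51 (adjusted p = 0.307, edgeR with Benjamini-Hochberg adjustment). Effects of *Lrrc10* deletion on neighbouring genes of a family or pathway stay open.

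All 4 WT SH libraries have Y-linked genes and 2 KO SH libraries have *Xist*, so unequal numbers of males and females could add DEGs between these groups. Autosomal DEGs were found without 1 library at a time, and the library left out was then placed. KO SH replicates 3 and 4, which have Y-linked genes, lay nearer to the KO SH mean for 85.6% and 91.4% of them. KO SH replicates 1 and 2 did for 92.5% and 88.6%, and the WT SH libraries for 17.4%, 14.3%, 20.4% and 42.7%. This argues against sex as the cause of most of these DEGs, and an effect of sex on some of them stays open.

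A trend with GC content was removed from each library. The genes of Cluster 7 then had a median log2 fold change of −0.57 in KO SH against WT SH, and those of Cluster 3 of 0.85. Both argue against GC content as the cause of the change in these genes.

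Other lists were compared in KO MI against WT MI with the results below, each by fry with Benjamini-Hochberg adjustment. The median log2 fold change was 0.92 for skeletal muscle (10 of 12 genes higher, adjusted p = 0.246), 0.09 for thymocyte (7 of 12, 0.639), 0.50 for erythroid (7 of 9, 0.639), 0.07 for macrophage (7 of 11, 0.866) and 0.11 for fibroblast genes (9 of 11, 0.639). It was −0.09 for endothelial (2 of 10 higher, adjusted p = 0.453), −0.040 for cardiomyocyte (4 of 12, 0.737), 1.57 for atrial (5 of 5, 0.31) and −0.15 for lung epithelial genes (1 of 2, 0.964). It was 0.05 for the G2M phase (39 of 50 higher, adjusted p = 0.866), 0.08 for the S phase (31 of 42, 0.639), 0.11 for glycolysis (12 of 14, 0.756), −0.10 for mitochondrially encoded (2 of 13, 0.639) and −0.23 for immediate early genes (1 of 12, 0.0937). Female-expressed genes had 0.19 (2 of 2 higher, adjusted p = 0.639) and Y-linked genes −0.12 (0 of 4, 0.866). Without KO MI replicate 7 the erythroid list rose by 0.81 (adjusted p = 0.0178) and the glycolysis list by 0.23 (adjusted p = 0.0293), and the immediate early list fell by 0.43 (adjusted p = 0.0495).

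In KO SH against WT SH, by the same test with Benjamini-Hochberg adjustment, the median was −0.20 for skeletal muscle (adjusted p = 0.227), −0.31 for thymocyte (0.347), −0.30 for erythroid (0.293), −0.23 for macrophage (0.152), −0.21 for fibroblast (0.0613) and −0.056 for endothelial genes (0.347). It was −1.86 for atrial (adjusted p = 0.624), 0.09 for lung epithelial (0.711), −0.18 for G2M phase (0.113), 0.01 for mitochondrially encoded (0.941), 3.28 for female-expressed (0.06) and −0.95 for Y-linked genes (0.244).

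From KO SH to KO MI, 1495 DEGs and from WT SH to WT MI 560 DEGs were found, with 266 in common (264 in the same direction, 41.5 shared by chance). By fry with Benjamini-Hochberg adjustment, the genes of Cluster 1 rose by a median of 2.38 from KO SH to KO MI (adjusted p = 0.0176) and 0.82 from WT SH to WT MI (adjusted p = 0.393). The first call was lost without KO MI replicate 2 (2.02, adjusted p = 0.0572) and with only the groups of the contrast in the fit (adjusted p = 0.086). The median was 1.58 without KO SH replicate 2 and 5.03 with filterByExpr. Those of Cluster 3 fell by 0.40 (adjusted p = 0.0141, and 0.0833 with only the groups of the contrast) and 0.02 (adjusted p = 0.965). The G2M phase list rose by 0.61 (adjusted p = 0.000801) and 0.36 (adjusted p = 0.0253), and the fibroblast list by 0.68 (adjusted p = 0.000496) and 0.42 (adjusted p = 0.0253).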
